# Myofibroblast dedifferentiation proceeds via distinct transcriptomic and phenotypic transitions

**DOI:** 10.1172/jci.insight.144799

**Published:** 2021-03-22

**Authors:** Sean M. Fortier, Loka R. Penke, Dana King, Tho X. Pham, Giovanni Ligresti, Marc Peters-Golden

**Keywords:** Cell Biology, Pulmonology, Apoptosis, Fibrosis, Signal transduction

## Abstract

Myofibroblasts are the major cellular source of collagen, and their accumulation — via differentiation from fibroblasts and resistance to apoptosis — is a hallmark of tissue fibrosis. Clearance of myofibroblasts by dedifferentiation and restoration of apoptosis sensitivity has the potential to reverse fibrosis. Prostaglandin E_2_ (PGE_2_) and mitogens such as FGF2 have each been shown to dedifferentiate myofibroblasts, but — to our knowledge — the resultant cellular phenotypes have neither been comprehensively characterized or compared. Here, we show that PGE_2_ elicited dedifferentiation of human lung myofibroblasts via cAMP/PKA, while FGF2 utilized MEK/ERK. The 2 mediators yielded transitional cells with distinct transcriptomes, with FGF2 promoting but PGE_2_ inhibiting proliferation and survival. The gene expression pattern in fibroblasts isolated from the lungs of mice undergoing resolution of experimental fibrosis resembled that of myofibroblasts treated with PGE_2_ in vitro. We conclude that myofibroblast dedifferentiation can proceed via distinct programs exemplified by treatment with PGE_2_ and FGF2, with dedifferentiation occurring in vivo most closely resembling the former.

## Introduction

Fibrosis is the consequence of a disordered and pathologic host response to tissue injury that affects all organ systems and is associated with a high morbidity and mortality (1, 2). Idiopathic pulmonary fibrosis (IPF) is a severe and progressive lung disease characterized by parenchymal scarring that leads to architectural distortion, respiratory failure, and death (3). The ultimate effector cell of fibrotic disorders is the myofibroblast — a large stellate-shaped cell with numerous exocytotic vesicles, focal adhesions, and stress fibers composed of α–smooth muscle actin (αSMA). Lung myofibroblasts originate predominantly from resident fibroblasts whose further phenotypic differentiation is driven by profibrotic mediators, such as TGF-β. These cells promote fibrosis and tissue stiffness by virtue of their capacity to secrete abundant quantities of various extracellular matrix proteins such as collagens, elastin, and fibronectin and via their contractile function (4, 5). An additional important characteristic feature of myofibroblasts in IPF and other fibrotic disorders is their resistance to apoptosis, which contributes to their accumulation in involved tissues (6, 7). This accumulation of myofibroblasts contrasts with their eventual clearance during normal wound healing, thus allowing fibrosis to persist and progress (8).

Patients diagnosed with IPF usually come to clinical attention only after fibrosis is already established. Unfortunately, current therapies fail to reverse established fibrosis, in part because they do not eliminate the activated myofibroblasts that have accumulated. Although myofibroblasts were historically considered to be terminally differentiated cells, their capacity for dedifferentiation, defined as the loss of αSMA stress fibers, is now well recognized and has been implicated as being necessary for fibrosis resolution (9).

The 2 substances best established to promote dedifferentiation are the soluble mediators prostaglandin E_2_ (PGE_2_) (10–12) and mitogens such as FGF2 (13, 14). However, it is currently unclear how these 2 categories of molecules — which signal in entirely different ways — orchestrate the phenotypic transition of myofibroblasts. In the present study, we investigated this by performing mechanistic, RNA sequencing (RNA-seq), and functional studies on PGE_2_- and FGF2-treated human lung myofibroblasts examined in parallel. While treatment with PGE_2_ and FGF2 both downregulated hallmark fibrotic genes such as αSMA, collagen I, and fibronectin, they did so by generating distinct transitional cellular phenotypes, characterized by unique gene programs with differing capacities for proliferation and apoptosis. Finally, the gene signatures defined by RNA-seq of fibroblasts isolated from the lungs of young mice with resolving bleomycin-induced fibrosis were compared with those of myofibroblasts dedifferentiated in vitro and were found to more closely resemble those observed in cells treated with PGE_2_ than with FGF2.

## Results

### PGE_2_ utilizes the EP2/cAMP/PKA pathway to dedifferentiate myofibroblasts, whereas FGF2 requires MEK/ERK.

The abilities of PGE_2_ and FGF2 to elicit myofibroblast dedifferentiation have been studied individually but have not previously been directly compared. As depicted in the experimental scheme in Figure 1A, myofibroblasts were first established by treating normal adult human lung fibroblasts with TGF-β for 48 hours in serum-free medium, followed by subsequent addition of PGE_2_ or FGF2 to initiate dedifferentiation. We initially evaluated the effects of each treatment on the characteristic fibrosis-associated protein and myofibroblast marker αSMA. As expected, myofibroblasts expressed much higher levels of αSMA protein than did fibroblasts. Moreover, both PGE_2_ and FGF2 reduced the expression of αSMA protein at 5 days. Notably, PGE_2_ elicited a greater decline in αSMA (Figure 1B). In parallel with this global decline in αSMA protein, its assembly into stress fibers — an essential component of the myofibroblast contractile machinery — was also disrupted by treatment with PGE_2_ and FGF2 (Figure 1C). These results confirm that PGE_2_ and FGF2 each have the capacity to dedifferentiate myofibroblasts.

We confirmed that they elicited parallel reductions in αSMA mRNA (*ACTA2*), as well as the highly expressed myofibroblast genes collagen I (*COL1A1*) and fibronectin (*FN1*), when analyzed at 24 hours and 48 hours, respectively (Figure 1, D and E). These time points were selected based on observed differences in the dedifferentiation kinetics triggered by the 2 mediators in pilot experiments. It is notable that this shared outcome for both mediators occurs despite marked differences in their molecular identity, the characteristics of their cognate receptors, and second messenger signaling cascades. PGE_2_ is a prostaglandin lipid mediator known to interact with 4 E-prostanoid GPCRs (EP1–EP4), which signal through the second messengers cAMP or calcium (15). In contrast, FGF2 signals through a receptor tyrosine kinase affecting multiple downstream pathways, including PI3K, protein kinase B (AKT), and the MAPKs (16). We therefore investigated the signaling pathways involved in PGE_2_- and FGF2-mediated myofibroblast dedifferentiation. We have shown previously that PGE_2_ prevents TGF-β–induced fibroblast differentiation mainly by activation of the EP2 receptor, which stimulates adenylyl cyclase to increase production of intracellular cAMP and activate protein kinase A (PKA) (17–19). Accordingly, we examined the abilities of these same signaling pathway components of PGE_2_ to elicit myofibroblast dedifferentiation. Both butaprost, a PGE_2_ analog that specifically activates EP2, and forskolin, a direct activator of adenylyl cyclase, reduced levels of *ACTA2*, *COL1A1*, and *FN1* (Figure 1, D and E). cAMP can act via 2 effector proteins, PKA and the guanine nucleotide exchange protein activated by cAMP (Epac). A cAMP analog that selectively activates PKA (6-BNZ cAMP) was also capable of dedifferentiation, whereas one that selectively activates Epac (8-pCPT cAMP) was not. Next, we explored FGF2 signaling and found that its ability to reduce expression of αSMA and collagen I was overcome by inhibition of the MEK/ERK pathway (Figure 1E and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.144799DS1) but not by inhibition of the MAPKs p38 or JNK, or by inhibition of AKT (Supplemental Figure 1B). The distinctiveness of the signaling pathways by which the 2 mediators exert their effects is underscored by the fact that the effects of PGE_2_ were not abolished by treatment with the ERK inhibitor U0126 (Supplemental Figure 1C). The modest reduction in *FN1* by FGF2 was not abolished by inhibition of MEK/ERK, p38, JNK, or AKT (Supplemental Figure 1D). The signaling mechanisms by which PGE_2_ and FGF2 promote myofibroblast dedifferentiation are summarized in Figure 1F.

### Transcriptome profiling of PGE_2_- and FGF2-treated myofibroblasts via RNA-seq.

Although we previously utilized microarray analysis to describe the transcriptomic effects of PGE_2_ in TGF-β–elicited myofibroblasts (12), that analysis lacked a comprehensive examination of noncoding RNAs (ncRNAs), as well as a comparison with the effects of FGF2. The fact that PGE_2_ and FGF2 led to myofibroblast dedifferentiation by exploiting different signaling pathways provided the impetus to undertake a more comprehensive examination that might reveal differences in the transitional cell phenotypes that they elicit. We interrogated this possibility using RNA-seq to characterize genome-wide transcriptomic changes in myofibroblasts treated with either PGE_2_ or FGF2. We sought to characterize early and comparable phases of the phenotypic transition promoted by PGE_2_ and FGF2. The time point arbitrarily chosen for analysis was that which yielded an approximately 50% reduction in *ACTA2*, determined to be 6 hours for PGE_2_ and 24 hours for FGF2 (Figure 2A). Each treatment condition was paired with a time-matched untreated myofibroblast control, and all analyses were performed in triplicate cultures. 

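The small RNA of the same design was sequenced from 12 libraries of CCL210 cells, an established line of adult human lung fibroblasts made into myofibroblasts with TGF-β (2 ng/mL for 48 hours). There were 3 libraries each of myofibroblasts treated with PGE_2_ (1 μM) for 6 hours, untreated for 6 hours, treated with FGF2 (50 ng/mL) for 24 hours and untreated for 24 hours. The labels number the libraries in one run from 1 to 12, so each replicate is named here by that number and no control shares a number with a treated culture. The legend of Figure 2A describes the RNA samples submitted for RNA-seq as paired replicates from 3 experiments, but which control belongs with which treated culture is not given by the labels. The library numbers pass through the conditions in the same repeating order, but the labels do not say whether that order marks the experiments. The authors deposited estimated counts of reads for each mature miRNA and hairpin precursor, without normalization, in which a read that matches several precursors is shared between them in fractions. The table holds 2822 rows for 2588 mature miRNAs, of which 404 rows belong to miRNAs with several precursors. The untreated 6-hour libraries held between 2293079 and 9141929 reads, with a median of 8978560. The PGE_2_ libraries held between 288279 and 10323137, with a median of 8359155. The untreated 24-hour libraries held between 526956 and 9832603, with a median of 9001815. The FGF2 libraries held between 9253237 and 9806870, with a median of 9676871. The lowest totals were those of PGE_2_ replicate 2, untreated 24-hour replicate 3 and untreated 6-hour replicate 5. In PGE_2_ replicate 2, 3 reads correspond to 10.9 CPM (normalized counts scaled to a common library size), against 0.320 in PGE_2_ replicate 10. For each mature miRNA the precursor row with the most reads was kept, which retained 88.0% of the reads, and values were rounded to whole numbers. The 610 miRNAs that passed edgeR's expression filter were normalized by its TMM method and tested in one quasi-likelihood fit over the 12 libraries without culture pairs, and p-values were adjusted by the Benjamini-Hochberg method. No pair of libraries within a group differed by less than the sampling noise.

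**Figure D1:**
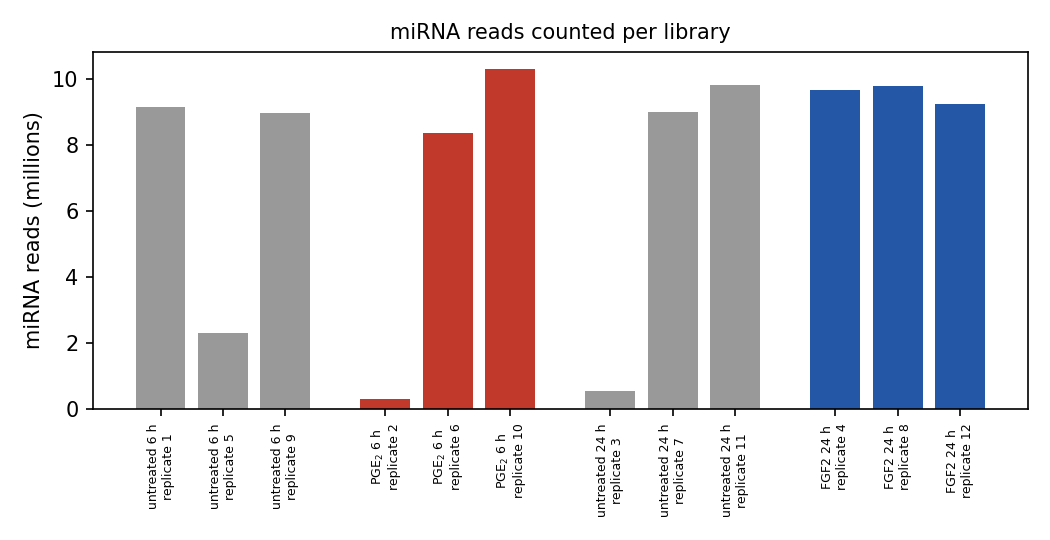
miRNA reads (y axis) for each of the 12 libraries, as bars grouped by treatment and time point. PGE_2_ replicate 2 (288279 reads) and untreated 24-hour replicate 3 (526956 reads) lie far below the FGF2 libraries, which hold at least 9253237 reads each.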

A total of 17,903 distinct RNA transcripts (excluding small RNAs) was detected. A high degree of concordance was observed among the triplicate samples from each treatment condition (Supplemental Figure 2). PGE_2_ differentially regulated 3105 genes, and FGF2 differentially regulated 1720 genes, as compared with their corresponding time-matched untreated controls. Of these, PGE_2_ upregulated 1521 genes and downregulated 1584, whereas FGF2 upregulated 878 and downregulated 842 (Figure 2B). PGE_2_ exhibited higher log-fold changes among top-regulated mRNAs than did FGF2, with only 1 gene — *DEPP1*, a regulator of autophagy (20) — shared among the top 25 genes up- or downregulated by both mediators (Supplemental Table 1). Despite their distinct actions, PGE_2_ and FGF2 mutually regulated 716 genes in common (Figure 2C). Principle components analysis showed similar clustering between 6 and 24 hours untreated controls but showed marked differences between myofibroblasts treated with PGE_2_ versus FGF2, as well as between each agent and the untreated controls (Figure 2D).

### Effects of PGE_2_ and FGF2 on myofibroblast signaling pathways and gene ontology.

We employed KEGG pathway enrichment analysis to characterize and compare the gene expression patterns of the transitional cellular phenotypes evoked by treatment of myofibroblasts with PGE_2_ and FGF2. Of the KEGG pathways included in our analysis, PGE_2_ and FGF2 each enriched 46 pathways, 17 of which were shared (Supplemental Table 2). From these, we curated a list of pathways lacking disease specificity, extrapulmonary organ selectivity, and functional redundancy (Table 1). Of these 22 remaining pathways, 14 were enriched by PGE_2_, 16 were enriched by FGF2, and 8 pathways were enriched by both.

Among the pathways uniquely enriched by PGE_2_ were MAPK and mTOR. Each has been shown to be involved in fibroblast biology in the context of pulmonary fibrosis (21, 22), with mTOR representing a potential target for antifibrotic therapy (23). In contrast, FGF2 predictably enriched cell cycle, apoptosis, and adhesion/anchoring pathways. Of particular interest were cellular functions enriched by both PGE_2_ and FGF2, given the possibility that a common pathway downstream of cAMP/PKA and MEK/ERK may participate in mediating the dedifferentiating effects of each molecule. Indeed, both PGE_2_ and FGF2 significantly impacted the fibrosis-associated pathways TGF-β, WNT, and PI3K-AKT. Notably, cAMP signaling was enriched by FGF2, as well as PGE_2_ (Table 1).

As TGF-β plays an integral role in the initiation, maintenance, and progression of pulmonary fibrosis (24–26), we specifically examined and compared the regulation of known TGF-β–associated genes. Broadly, PGE_2_ downregulated 21 TGF-β pathway genes, while FGF2 downregulated 10 (Figure 3). The canonical TGF-β effectors *SMAD3*, *SMAD7*, and *SMAD9* were downregulated by PGE_2_, while FGF2 downregulated *SMAD7* and *SMAD9* without significant regulation of *SMAD3*. Notably, the NADPH oxidase gene *NOX4* — a central mediator of myofibroblast differentiation, ECM protein production, and contractility (27) — was downregulated by both effector molecules.

We next compared differentially expressed genes belonging to the remaining mutually enriched pathways (Figure 3). PGE_2_ and FGF2 upregulated cytokines such as *IL6*, *IL11*, and *CCL2*, while downregulating *IL16* and *IL6R*. Interestingly, *SOCS3* — which opposes IL6 signaling by inhibiting JAK-STAT — was upregulated by PGE_2_ and downregulated by FGF2. Though many genes belonging to the cAMP signaling pathway were regulated in parallel by each treatment, the hallmark PKA-induced early gene *FOS* was repressed by FGF2, while *JUN*, whose protein product commonly binds FOS to form the AP-1 complex, was repressed by PGE_2_. It is notable that both of these subunits of the archetypal AP-1 heterodimer — which has been shown to promote fibrosis (28, 29) — were reduced by either PGE_2_ or FGF2. The WNT-associated genes *NFATC2*, *FZD1*, *FZD9*, and *WISP1* were upregulated by both treatments, whereas *WNT5A*, *WNT5B*, *WNT10B*, and *WNT11* were induced by PGE_2_ and repressed by FGF2. The growth factors *FGF1*, *FGF5*, and *PDGFB* were all downregulated by PGE_2_ and upregulated by FGF2, whereas *HGF*, shown to be antifibrotic (30) and deficient in IPF fibroblasts (31), was upregulated by PGE_2_ but downregulated by FGF2. These results highlight many differences in gene regulation between PGE_2_ and FGF2, even within mutually enriched pathways.

As discussed above, tissue contraction, ECM protein secretion, and apoptosis resistance are cardinal features of myofibroblasts. We therefore specifically interrogated the gene ontologies associated with these biologic processes. First, we found that PGE_2_, and to a lesser extent FGF2, downregulated a number of important cytoskeletal, focal adhesion, and ECM-related genes (Figure 4A), including *ACTA2* and *ACTN1*. Both treatments reduced the expression of *MRTF1*, a transcription factor crucial for TGF-β–induced expression of αSMA in lung myofibroblasts (17). Neither treatment resulted in a significant change in *FN1* or *COL1A1* expression at the early time points at which sequencing analysis was performed, although each of these transcripts was reduced at later time points (Figure 1). Notably, PGE_2_ suppressed the focal adhesion mediators *VASP*, *VLC*, *TLN1*, and *CTHRC1*, while FGF2 increased the expression of each. Though focal adhesion kinase (*PTK2*) was not significantly modulated by either treatment, the related gene *PTK2B*, which has similar biologic endpoints as *PTK2* (32), was markedly downregulated by both. Modulation of the extracellular matrix metalloproteases (MMPs) and their tissue inhibitors of metalloproteinase (TIMPs) was heterogeneous between treatments other than the mutual suppression of *MMP25* and *MMP28*. Finally, the pleiotropic growth factor *CTGF* was inversely regulated — decreased by PGE_2_ and induced by FGF2.

Cellular differentiation and proliferation have long been considered to represent opposing or even mutually exclusive cellular programs (33). Indeed, it has been suggested that such a mechanism is integral to the ability of mitogens such as FGF2 to promote dedifferentiation (9). Predictably, myofibroblasts treated with FGF2 upregulated multiple cell cycle genes, including cyclins (*CCNB1*, *CCNB2*, *CCND1*, *CCND2*, and *CCNE2*), cyclin-dependent kinases (*CDK1*, *CDK2*, and *CDK7*), and *FOXM1* — a critical transcription factor in fibroblast proliferation (34) (Figure 4B). By contrast, PGE_2_, which is well known to inhibit mesenchymal cell proliferation (33, 35, 36), exerted minimal effects on the expression of these genes and upregulated the cyclin-dependent kinase inhibitors *CDKN1C* and *CDKN2C*. Consistent with its proproliferative effects, FGF2 increased prosurvival genes such as *BIRC5* and *MYC*, whereas PGE_2_ increased the proapoptotic genes *APAF1* and *CASP9*. Finally, the profibrotic protein *SERPINE1*, well known to be overexpressed in IPF fibroblasts and reported to contribute to apoptosis resistance in myofibroblasts (37), was downregulated by PGE_2_ but upregulated by FGF2 (Figure 4B). These results indicate that PGE_2_ and FGF2 have largely opposing effects on genes involved in proliferation and apoptosis.

### PGE_2_ and FGF2 modulate the expression of fibrosis-associated long noncoding RNAs and microRNAs in myofibroblasts.

ncRNAs play significant roles in posttranscriptional regulation, as well as the determination and maintenance of cell phenotypes (38). Among these, a number of miRNAs exert pro- or antifibrotic effects by inhibiting translation and promoting RNA degradation (39, 40). Similarly, many long noncoding RNAs (lncRNAs) influence fibrosis through various mechanisms including miRNA “sponging” — preventing miRNA-mRNA interactions by competitive binding (41). Of the more than 8800 total lncRNAs identified, PGE_2_ and FGF2 modulated 811 and 261, respectively, with 100 shared among them (Figure 5, A and B). The top 25 regulated lncRNAs are listed in Supplemental Table 3. We curated a list of fibrosis-associated lncRNAs regulated by at least 1 of our treatments (Figure 5C). Both treatments downregulated *NEAT1* and *DNM3OS*, while PGE_2_ reduced the profibrotic *PCAT1* and *PVT1*, and FGF2 reduced *MALAT1*. The abundant lncRNAs *NEAT1* and *MALAT1* have been shown to contribute to organ fibrosis and to sponge numerous miRNAs (42, 43), while *DNM3OS* has been reported to promote the expression of the profibrotic miR–214-3p and miR–199a-3p/5p in human lung fibroblasts (44). PGE_2_ also increased the antifibrotic lncRNA *FENDRR*, which sponges miR–214-3p and is known to be reduced in IPF fibroblasts (45).

Though over 350 miRNAs were detected under each treatment condition, PGE_2_ only significantly modulated 3 miRNAs while FGF2 regulated 23 (Figure 5, D and E, Supplemental Table 4). Both PGE_2_ and FGF2 increased expression of miR-543, which has been shown to inhibit TGF-β activation and gene expression in rat cardiac fibroblasts (46). miR–335-3p, an antiproliferative and proapoptotic miRNA with antifibrotic properties in gingival fibroblasts (47, 48), was upregulated by PGE_2_ and repressed by FGF2. 

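With at least 1 read in each of the 3 libraries counted as detected, 772 mature miRNAs were detected in untreated myofibroblasts at 6 hours, 517 with PGE_2_, 564 in untreated myofibroblasts at 24 hours and 917 with FGF2. These counts followed the shallowest library of each group. Without PGE_2_ replicate 2 the PGE_2_ count was 990, and without untreated replicate 3 the untreated 24-hour count was 958. Relative to time-matched untreated controls, PGE_2_ differentially regulated 6 of the 610 tested miRNAs, 3 of them higher and 3 lower, at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The 3 upregulated miRNAs were miR-148a-5p, miR-129-5p and miR-543, and the 3 downregulated miRNAs were miR-181b-3p, miR-181b-2-3p and miR-335-3p. FGF2 differentially regulated 2 miRNAs, miR-222-5p and miR-335-3p, both higher. At an unadjusted p-value under 0.05 there were 63 miRNAs with PGE_2_ and 43 with FGF2. Only miR-335-3p passed in both comparisons. These counts take no account of the pairing of cultures, which the paper describes without saying which cultures form a pair. A block for culture pairs, fitted with edgeR on the 2 groups compared, moved the FGF2 count most. FGF2 regulated 46 and 52 miRNAs in 2 of the 6 possible pairings and between 3 and 7 in the other 4, against 8 on the same 2 groups without the block. Both high pairings put untreated replicate 3, with the fewest reads of its group, together with FGF2 replicate 4, which stood apart in composition within its group. Whether the high counts rest on these libraries was not tested. PGE_2_ regulated between 2 and 8 over the 6 pairings, against 0 on the same 2 groups without the block (27 at an unadjusted p-value under 0.05). The PGE_2_ count was 11 when every miRNA with at least 1 read was tested. With single libraries left out, the number for PGE_2_ ranged from 1 (without untreated replicate 9 or PGE_2_ replicate 6) to 11 (without untreated replicate 1). The number for FGF2 was 4 without FGF2 replicate 4 and 0 without any one of the other 5 libraries, with 27 to 41 miRNAs at an unadjusted p-value under 0.05 in those 5 fits. With DESeq2 and its default parameters on the 2 groups compared, PGE_2_ regulated 1 miRNA and FGF2 regulated 8. miRNAs whose 3 treated libraries all lay on one side of the 3 control libraries made up 15.7% of those tested with PGE_2_ and 20.2% with FGF2, where chance gives 10%. In numbers these were 96 and 123 miRNAs, against 83 between the untreated groups at 24 and 6 hours. miRNAs of the same libraries are not independent, so a share above 10% does not by itself show a treatment effect. Across the tested miRNAs, which are not independent replicates, the log2 fold changes of the 2 treatments had a Pearson correlation of 0.060 and a Spearman correlation of 0.032.

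**Figure D2:**
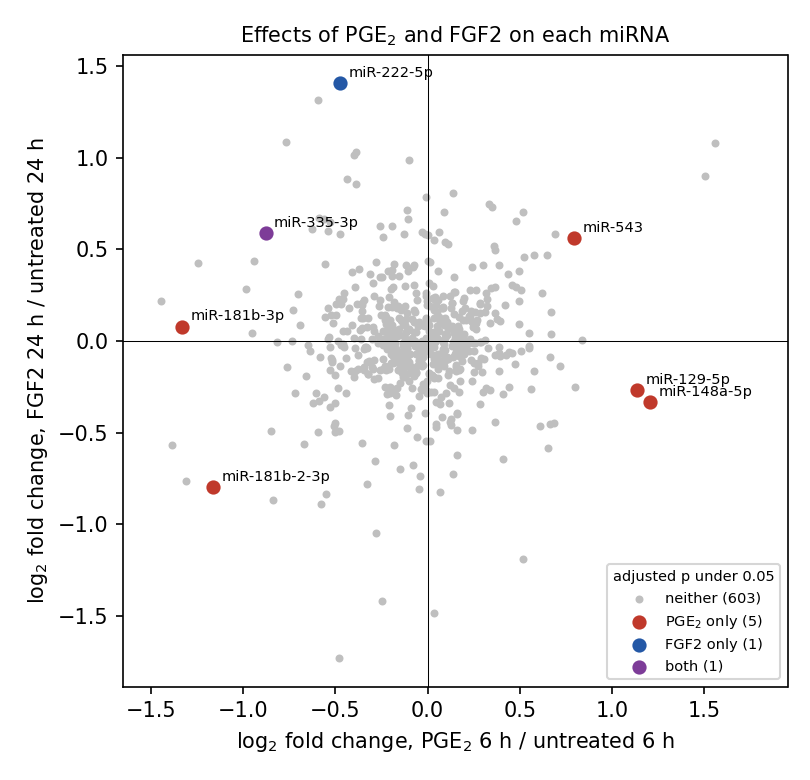
Log2 fold change of each of the 610 tested miRNAs with PGE_2_ (x axis) and with FGF2 (y axis), each against its time-matched untreated control. Colored points have an adjusted p-value under 0.05 with PGE_2_ only (5), with FGF2 only (1) or with both (1), and the point for both, miR-335-3p, lies left of 0 on the x axis and above 0 on the y axis.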

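The hairpin of miR-335-3p (MIR335) lies on chromosome 7 of GRCh38 from 130496111 to 130496204 on the plus strand, in an intron of MEST. Its reference sequence is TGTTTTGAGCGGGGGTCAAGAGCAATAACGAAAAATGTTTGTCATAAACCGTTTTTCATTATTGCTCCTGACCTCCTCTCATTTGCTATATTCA. In the deposited counts miR-335-3p was lower with PGE_2_ and higher with FGF2. It stood at 637 ± 43.9 CPM (SD, n = 3) with PGE_2_ against 1164 ± 149 (SD, n = 3) in the untreated controls at 6 hours, a log2 fold change of -0.88 (standard error 0.11, adjusted p = 0.00039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With FGF2 it stood at 1581 ± 35.7 (SD, n = 3) against 1049 ± 51.0 (SD, n = 3) at 24 hours, a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.027 in the same edgeR fit). Each treated library lay outside the range of its 3 controls. The directions held under all 20 alternatives tried for each treatment. The PGE_2_ change passed the threshold in 19 of them, all but edgeR on the 2 groups alone (adjusted p = 0.059). The FGF2 change passed in 14. It passed without FGF2 replicate 4 and not without any one of the other 5 libraries, where adjusted p-values from edgeR lay between 0.059 and 0.14. The hairpin of miR-543 (MIR543) lies on chromosome 14 of GRCh38 from 101031987 to 101032064 on the plus strand, in an intron of MEG8. miR-543 stood at 1476 ± 142 CPM (SD, n = 3) with PGE_2_ against 853 ± 220 (SD, n = 3), a log2 fold change of 0.79 (standard error 0.18, adjusted p = 0.042 from edgeR). With FGF2 it stood at 1318 ± 208 (SD, n = 3) against 886 ± 159 (SD, n = 3), a log2 fold change of 0.56 (standard error 0.18) that was not past the threshold over all miRNAs tested (adjusted p = 0.28 from edgeR). It was higher in each of the 3 treated libraries than in each control for both treatments. The PGE_2_ change of miR-543 passed in 12 of 20 alternatives, with log2 fold changes from 0.64 to 1.03, and in 2 of the 6 fits that each left out one library. It did not pass without untreated replicate 5, untreated replicate 9, PGE_2_ replicate 6 or PGE_2_ replicate 10. The FGF2 change passed in 6 of 20 alternatives, edgeR and DESeq2 on the 2 groups alone among them. With culture pairs, miR-543 passed with PGE_2_ in 6 of the 6 pairings in edgeR and 2 in DESeq2, and with FGF2 in 4 of 6 in edgeR and 5 in DESeq2. miR-335-3p passed in each pairing with both tools and both treatments. The DESeq2 pairings were chosen after seeing the values.

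**Figure D3:**
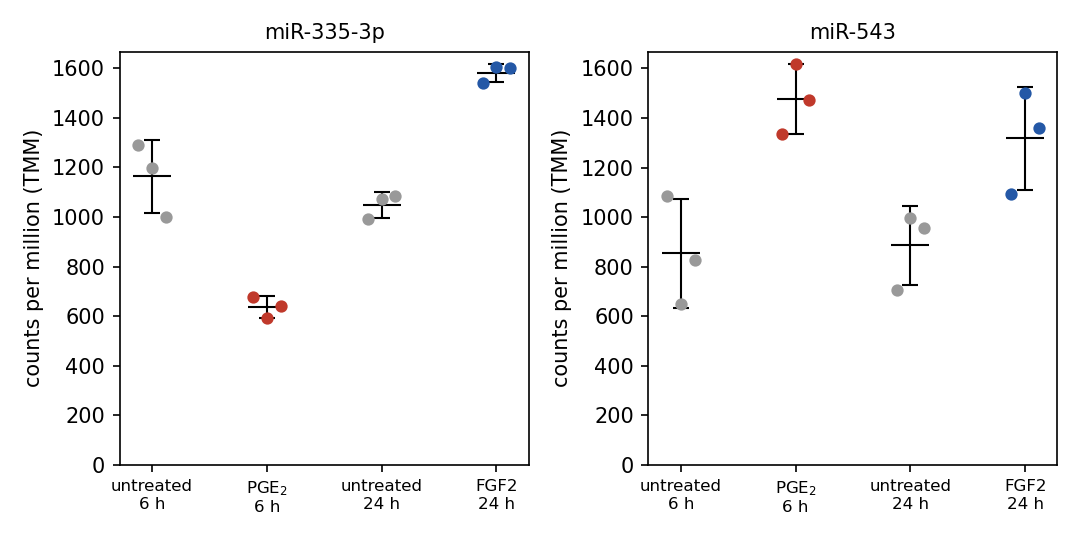
TMM-normalized CPM of miR-335-3p and miR-543 in each of the 12 libraries, with the mean and SD of each group of 3. The 3 PGE_2_ libraries of miR-335-3p lie between 591 and 679 and the 3 FGF2 libraries between 1540 and 1604, on opposite sides of their untreated controls.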

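miR-129-5p can come from either of its hairpins, MIR129-1 on chromosome 7 of GRCh38 from 128207872 to 128207943 and MIR129-2 on chromosome 11 from 43581394 to 43581483, and its reads can be shared between them. It was a rare miRNA, at 18.5 ± 3.71 CPM (SD, n = 3) in myofibroblasts treated with PGE_2_ and 8.81 ± 1.24 (SD, n = 3) in time-matched untreated controls. The log2 fold change was 1.14 (standard error 0.21, adjusted p = 0.015 from edgeR's quasi-likelihood test), and each PGE_2_ library was higher than each control. PGE_2_ replicate 2 held 4 reads of it, and the other PGE_2_ libraries held 164 and 178. The log2 fold change stayed between 1.06 and 1.26 with each library left out in turn, and it passed the threshold in 4 of these 6 fits, not without untreated replicate 9 or PGE_2_ replicate 6. DESeq2 did not call it, over the 12 libraries (adjusted p = 0.093) or on the 2 groups alone. With culture pairs it passed in 4 of the 6 pairings in edgeR and, in fits chosen after seeing the values, 0 in DESeq2, with 13 to 35 miRNAs at an unadjusted p-value under 0.05 in the latter. Another upregulated miRNA, miR-148a-5p, had a log2 fold change of 1.21 (standard error 0.23), which differs from that of miR-129-5p by less than either standard error. With FGF2 the log2 fold change of miR-129-5p was -0.27 (standard error 0.22, adjusted p = 0.92 from edgeR).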

The top PGE_2_-upregulated miRNA, miR–129-5p, exhibits antifibrotic actions in dermal fibroblasts by targeting *COL1A1* (49). Furthermore, FGF2 upregulated the antifibrotic miR–29b-3p/5p, miR–152-5p, and let-7a-3p (5, 50, 51), while downregulating the profibrotic miR–145-3p (52). 

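The 6 mature miRNAs concerned were tested in the FGF2 comparison at 24 hours, and none had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test over all 610 miRNAs, while 3 had an unadjusted p-value under 0.05. miR-29b-3p, which can come from MIR29B1 on chromosome 7 of GRCh38 (130877459 to 130877539) or MIR29B2 on chromosome 1 (207802443 to 207802523), stood at 69.6 ± 0.457 CPM (SD, n = 3) with FGF2 and 47.2 ± 7.91 (SD, n = 3) in untreated controls. Its log2 fold change was 0.63 (standard error 0.15, adjusted p = 0.15 from edgeR). The 5p arms differ between the 2 hairpins. miR-29b-1-5p had a log2 fold change of 0.86 (standard error 0.21, adjusted p = 0.15 from edgeR). miR-29b-2-5p, with no read in untreated replicate 3, had a log2 fold change of 0.016 (standard error 0.30), and its sign changed under some alternatives. For miR-152-5p, from MIR152 in an intron of COPZ2, the value was 0.38 (standard error 0.18, adjusted p = 0.68 from edgeR), and for let-7a-3p it was 0.092 (standard error 0.13). miR-145-3p, from MIR145 in an intron of CARMN, was 1721 ± 49.2 CPM (SD, n = 3) with FGF2 and 2045 ± 198 (SD, n = 3) in untreated controls, a log2 fold change of -0.25 (standard error 0.13, adjusted p = 0.74 from edgeR). In miR-29b-3p, miR-29b-1-5p, miR-152-5p and miR-145-3p the 3 FGF2 libraries all lay on one side of the 3 controls. On the 2 groups alone, miR-29b-3p passed the threshold with edgeR and with DESeq2, and miR-29b-1-5p passed with edgeR. miR-29b-1-5p also passed without FGF2 replicate 4 and when every miRNA with at least 1 read was tested. With culture pairs in edgeR, miR-29b-1-5p passed in 5 of the 6 possible pairings, and miR-29b-3p and miR-145-3p each in 2. With culture pairs in DESeq2, chosen after seeing the values, miR-29b-3p and miR-145-3p each passed in 2 and miR-29b-1-5p in 0, where 32 to 82 miRNAs had an unadjusted p-value under 0.05. miR-152-5p, let-7a-3p and miR-29b-2-5p passed under no alternative tried. Among the 9 miRNAs the paper names as regulated by either treatment, 1 was past the threshold with FGF2 over all miRNAs and 4 were when p-values were adjusted over the list alone, which is not independent evidence since the list was drawn from these libraries.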

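miR-21-5p comes from the hairpin MIR21, on chromosome 17 of GRCh38 from 59841266 to 59841337 in an exon of VMP1. With 1 precursor row kept per miRNA, it was the most abundant miRNA in every group. It took 26.8% of the kept reads on average, which leave out the other precursor rows. It stood at 260975 ± 7430 CPM (SD, n = 3) with PGE_2_ and 251007 ± 13980 (SD, n = 3) in untreated myofibroblasts at 6 hours, a log2 fold change of 0.056 (standard error 0.090, adjusted p = 0.86 from edgeR's quasi-likelihood test). With FGF2 it stood at 274232 ± 6544 (SD, n = 3) against 287534 ± 5758 (SD, n = 3), a log2 fold change of -0.068 (standard error 0.090, adjusted p = 0.94 from edgeR). The other arm, miR-21-3p, was far rarer and had log2 fold changes of -0.33 with PGE_2_ and -0.035 with FGF2. Among the kept rows, where miRNAs with several precursors count only in part, miR-27b-3p ranked 4 by mean abundance in each group. Its log2 fold changes were -0.14 with PGE_2_ (standard error 0.11) and -0.17 with FGF2 (standard error 0.11). For miR-27a-3p the log2 fold changes were 0.19 (standard error 0.18) and -0.037 (standard error 0.18), and the first was -0.049 without untreated 6-hour replicate 5. miR-21-5p, miR-21-3p and miR-27a-3p had an adjusted p-value under 0.05 in none of the alternatives or culture pairings tried. miR-27b-3p passed with FGF2 under 1 of the 6 possible culture pairings with edgeR and under 2 with DESeq2, the latter chosen after seeing the values, and in no other fit. At an unadjusted p-value under 0.05, miR-21-3p passed with PGE_2_ and none of the 4 passed with FGF2.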

Other profibrotic- and antifibrotic-associated miRNAs — including miR-21 (53) and miR–27a-3p/miR–27b-3p (54) — were detected in high abundance in our analysis but were not differentially regulated by either treatment (Supplemental Table 5). As discussed above, miRNA activity can be regulated through RNA sponging without changes in miRNA expression (38, 55). Indeed, multiple differentially expressed lncRNAs in our analysis have been shown to affect the function of a number of fibrosis-associated miRNAs that were not, themselves, differentially regulated in our study (Table 2). These data indicate a possible role for ncRNAs in PGE_2_- and FGF2-mediated dedifferentiation of myofibroblasts.

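The fibrosis-associated miRNAs of Table 2, together with the abundant miRNAs the text names as not regulated, made a list of 21 mature miRNAs. It was fixed before testing here, and 21 were tested. The paper gives these miRNAs as not regulated in these same libraries, so a low number past the threshold is not independent evidence. With PGE_2_, 0 passed the threshold over all miRNAs tested and 0 passed when adjusted over the list alone, while 8 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test. Their log2 fold changes ran from -0.45 for let-7b-5p to 0.19 for miR-27a-3p. With FGF2, 0 passed over all miRNAs, 0 passed when adjusted over the list alone and 0 had an unadjusted p-value under 0.05, with log2 fold changes from -0.20 for let-7c-5p to 0.24 for miR-27a-5p. With edgeR and culture pairs, up to 4 of the 21 passed with FGF2 in 2 of the 6 possible pairings (let-7c-5p, miR-27a-5p, miR-29a-3p and, in 1 of them, miR-27b-3p), and 0 passed with PGE_2_ in any. With DESeq2 and culture pairs, chosen after seeing the values, 8 of the 21 passed with FGF2 in 2 of the 6 pairings, 5 of them let-7 family members, and 0 passed with PGE_2_. miR-214-3p, whose hairpin MIR214 lies with MIR199A2 in exons of DNM3OS, had a log2 fold change of -0.38 with PGE_2_ (standard error 0.13, adjusted p = 0.37 from edgeR) and -0.074 with FGF2 (standard error 0.13). It stood at 635 to 660 CPM with PGE_2_, against 725 and 726 in untreated 6-hour replicates 1 and 9. In untreated 6-hour replicate 5 it stood at 1072, so the size of the fall with PGE_2_ rests in part on that library. Of the 9 let-7 family members tested, all were lower with PGE_2_, with a median log2 fold change of -0.38. Without untreated 6-hour replicate 5 all 9 were still lower, with a median of -0.097. The paper states that miRNA activity can be regulated through RNA sponging without a change in miRNA expression, and that lncRNAs regulated in its data affect the function of several fibrosis-associated miRNAs that were not themselves regulated (Table 2). From this it proposes a possible role for ncRNAs in dedifferentiation.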

### Myofibroblasts treated with PGE_2_ and FGF2 separately or in combination produce distinct cellular morphologies and fibrosis-associated gene expression patterns.

To complement their distinct transcriptomic effects, we sought to examine the influence of PGE_2_ and FGF2 on myofibroblast morphology. Furthermore, we wished to determine the net effect of combining these 2 effector molecules — a closer approximation of the in vivo conditions in which they would be expected to coexist — on cell morphology, loss of stress fibers, and the expression of various fibrosis-associated genes. Undifferentiated fibroblasts stained with the membrane dye PKH26 appeared spindle shaped and elongated, in stark contrast to the larger, cuboidal, and stellate-shaped myofibroblasts (Figure 6A). Compared with untreated myofibroblasts, those subsequently exposed to PGE_2_ appeared smaller and thinner, and they displayed fewer cytoplasmic projections. FGF2-treated myofibroblasts lost their stellate shape, appearing thin and elongated, similar to native fibroblasts. The combination of PGE_2_ and FGF2 produced a small, more rounded cell, distinct from the transitional cell morphology produced by either treatment alone. We assessed the kinetics of *ACTA2* in response to each treatment, as well as their combination (Figure 6B). Combined treatment displayed an effect that was statistically greater than that with either treatment alone at 24, 48, and 72 hours. Interestingly, though PGE_2_ treatment resulted in a more rapid reduction in *ACTA2* through 24 hours, its effects plateaued at 48 hours, whereas FGF2 progressively reduced *ACTA2* through 72 hours. Combined treatment also reduced αSMA protein and its organization into stress fibers (Figure 6C) to an extent apparently greater than did either treatment alone (Figure 1B). We next performed quantitative PCR (qPCR) on selected fibrotic genes to further evaluate the effect of combined treatment on each (Figure 6D). As displayed in Figure 6B, combined treatment with PGE_2_ and FGF2 reduced *ACTA2* at 24 hours to a greater extent than either treatment alone. There was a trend toward an additive reduction in *COL1A1*. *FN1* reduction in response to PGE_2_ and FGF2 appeared comparable in magnitude to PGE_2_ alone. Though the profibrotic growth factor *CTGF* and focal adhesion regulator *VASP* were each downregulated by PGE_2_ and upregulated by FGF2, combination treatment resulted in reduced expression of each transcript. Expression of *NOX4* was reduced in PGE_2_- and FGF2-treated myofibroblasts, though combination treatment did not yield any further reduction.

### PGE_2_ and FGF2 have opposite effects on myofibroblast proliferation and apoptosis.

Our transcriptomic analysis predicted that treatment of myofibroblasts with PGE_2_ would inhibit their capacity for proliferation and reestablish apoptosis sensitivity, while treatment with FGF2 would promote proliferation and maintain apoptosis resistance. We tested these predictions by directly assaying proliferation capacity and apoptosis sensitivity in myofibroblasts treated with PGE_2_ and/or FGF2 as compared with untreated controls. First, we assessed the expression of cell cycle genes (Figure 7A, top panel) and apoptosis genes (Figure 7A, bottom panel) in myofibroblasts exposed to each treatment alone and in combination. *CCNB2*, *CCND1*, and *FOXM1* were upregulated by FGF2, consistent with our RNA-seq data. Importantly, though PGE_2_ did not significantly modulate these genes, it negated their upregulation by FGF2. Conversely, the expression of the cyclin-dependent kinase inhibitor *CKDN1C* was greatly and uniquely increased by PGE_2_, an increase not fully abrogated by addition of FGF2. The antiapoptotic genes *BIRC5* and *SERPINE1* were each uniquely upregulated by FGF2, but such increases were partially or completely abrogated by the addition of PGE_2_, while *MYC* was downregulated by PGE_2_ in the presence or absence of FGF2. The proapoptotic gene *CASP9*, which leads to activation of CASP3 (56), was upregulated by PGE_2_ and downregulated by FGF2, and it remained slightly upregulated with combined treatment. Taken together, these data demonstrate that PGE_2_ and FGF2 have opposing effects on myofibroblast genes associated with proliferation and apoptosis.

We next determined if these transcriptomic differences were associated with functional differences in myofibroblast proliferation and apoptosis. Consistent with the effect of each treatment on cell cycle genes, FGF2 increased the proliferation of established myofibroblasts, whereas PGE_2_ had no effect relative to untreated myofibroblasts but abolished the proliferative effects of FGF2 (Figure 7B). To assess the apoptosis sensitivity of myofibroblasts undergoing dedifferentiation, we treated cells with PGE_2_ and/or FGF2 for 5 days prior to treatment with an anti-Fas activating antibody; apoptosis was assessed by Western blot detection of cleaved/total CASP3 and PARP within cell lysates (Figure 7C). As expected, the levels of cleaved CASP3 and PARP did not increase in response to Fas activation of untreated myofibroblasts, highlighting their intrinsic resistance to apoptosis. In contrast, myofibroblasts dedifferentiated with PGE_2_ displayed significantly higher levels of cleaved CASP3 and PARP after exposure to anti-Fas activating antibody relative to untreated myofibroblasts. Such an effect was not seen in myofibroblasts dedifferentiated with FGF2, but it was preserved in myofibroblasts dedifferentiated with both agents together. To assess whether restoration of apoptosis sensitivity in myofibroblasts elicited by PGE_2_ depends on prior dedifferentiation, we performed immunofluorescence microscopy for annexin V and αSMA in PGE_2_-treated myofibroblasts and untreated myofibroblast controls subsequently exposed to anti-Fas for 4 hours (Supplemental Figure 3). Notably, we found a small proportion of PGE_2_-treated myofibroblasts that retained their stress fibers, suggesting underlying fibroblast heterogeneity. PGE_2_-treated myofibroblasts undergoing apoptosis — defined by annexin V staining — were almost exclusively limited to those lacking αSMA stress fibers. Untreated myofibroblasts did not exhibit annexin V staining, further confirming their resistance to apoptosis.

### Lung fibroblasts from an in vivo model of fibrosis resolution exhibit similar gene signatures as those determined in myofibroblasts dedifferentiated in vitro.

The RNA-seq data presented thus far were derived from in vitro treatment of myofibroblasts with individual mediators. To evaluate the relevance of these findings in a less reductionist and in vivo model of fibrosis resolution, we compared the transcriptome of freshly isolated lung fibroblasts from young mice with that of lung fibroblasts isolated from aged mice following bleomycin challenge. It has been established that, in contrast to aged mice, young mice subjected to bleomycin-induced pulmonary fibrosis can undergo spontaneous resolution — in which fibroblasts reduce collagen secretion and lose their αSMA stress fibers (57–59). To characterize their global transcriptome, RNA-seq was performed on FAC-sorted fibroblasts isolated from the lungs of young mice (2 months) and aged mice (18 months) during the early phase of fibrosis resolution (30 days after bleomycin) (Figure 8A). A comprehensive analysis of these data is described in a separate manuscript currently in preparation; herein, we present limited data from this dataset relevant to cell cycle, apoptosis, and focal adhesion genes found to be significantly modulated by either PGE_2_ or FGF2 treatment of myofibroblasts in vitro (Figure 4, A and B). Gene expression changes in fibroblasts isolated from young lungs undergoing fibrosis resolution were expressed relative to those of fibroblasts isolated from aged mouse lungs with nonresolving fibrosis (Figure 8B).

Lung fibroblasts sorted from mouse lungs undergoing fibrosis resolution expressed lower levels of proliferation genes, including *Ccnb1*, *Ccnb2*, *Ccnd1*, *Ccne1*, *Cdk1*, and *Foxm1*. Conversely, the antiproliferative *Cdkn1c* was upregulated. Five of the eighteen significantly modulated cell cycle genes in fibroblasts from mice with resolving fibrosis were regulated in parallel to PGE_2_-treated human myofibroblasts, while just 1 gene was regulated in parallel to FGF2-treated myofibroblasts. Notably, 15 of these 18 cell cycle genes were regulated oppositely to that of FGF2-treated myofibroblasts in vitro, whereas only 3 genes were regulated opposite to PGE_2_-treated myofibroblasts. The proapoptotic gene *Casp9* was upregulated in fibroblasts from mice with resolving fibrosis, and the prosurvival genes *Birc5*, *Birc3*, and *Serpine1* were all downregulated. Of the 10 apoptosis-associated genes significantly modulated in young lung fibroblasts, 3 were regulated in parallel with PGE_2_-treated versus 1 in FGF2-treated myofibroblasts. Interestingly, the apoptosis-associated genes *Myc*, *Bcl2l1*, *Bcl2l11*, and *Tnfrsf8* — which were regulated oppositely by PGE_2_ and FGF2 in vitro — showed no significant differences between fibroblasts isolated from mice with resolving and nonresolving fibrosis, suggesting an in vivo level of expression reflecting the arithmetic sum of changes elicited individually by PGE_2_ and FGF2 in vitro. Eight of 10 significantly modulated focal adhesion genes were also downregulated in parallel with the PGE_2_-treated myofibroblasts. Among these were *Vasp* — a phosphoprotein involved in actin assembly and SRF activity (60) — and *Cthrc1*, which is a marker of tissue fibrosis (61). In contrast, FGF2-treated myofibroblasts showed opposite regulation of *Vasp*, *Vcl*, *Tln*, and *Cthrc1*. *Col1a1* and *PTK2B* were the only genes assessed among these pathways that were concordantly regulated by PGE_2_ and FGF2 treatment of myofibroblasts in vitro as well as in fibroblasts from mice during fibrosis resolution.

## Discussion

Myofibroblasts are critical effector cells that orchestrate, maintain, and propagate lung scarring in IPF and other fibrotic disorders (62). Whereas inhibiting the fibroblast to myofibroblast transition has the potential to prevent fibrogenesis in response to a recognized injury and to arrest progression of an established fibrotic process, it is unlikely to be sufficient to promote its resolution. By contrast, promoting myofibroblast clearance has the potential to do so. Since elimination of myofibroblasts in fibrotic diseases is limited by their resistance to apoptosis, dedifferentiation provides a potential route to restore apoptosis sensitivity and, thus, facilitate myofibroblast removal. Indeed, myofibroblast dedifferentiation has been reported in response to a variety of effector molecules, including mitogens such as serum and FGFs (13, 14), lipid mediators PGE_2_ and PGI_2_ (10, 63), statins (64), siRNA knockdown of the transcription factors MyoD (33) and FOXM1 (34), and the bromodomain inhibitor JQ1 (65). Whether dedifferentiation with these diverse classes of effector molecules yields common or divergent transitional cell phenotypes has not previously been explored. Here, we compared the operative signaling mechanisms, as well as the transcriptomic, morphologic, and functional characteristics, of myofibroblasts treated with the endogenous soluble mediators PGE_2_ and FGF2.

Our results confirm that PGE_2_ and FGF2 are both capable of dedifferentiating human lung myofibroblasts by downregulating αSMA and eradicating stress fibers (Figure 1, B and C). However, they accomplish this via distinct signaling pathways and with different kinetics (Figure 1, B, D, and E; and Figure 6B). Globally, PGE_2_ modulated nearly double the number of protein-coding genes and nearly triple the number of ncRNAs, and it induced greater log-fold changes among top-regulated genes than did FGF2 (Figure 2B, Figure 5A, and Supplemental Table 1). Moreover, each mediator produced a unique transitional cell phenotype characterized by distinctive gene programs, morphology, proliferative capacities, and sensitivity to apoptosis (Figures 3–7).

It is now recognized that myofibroblasts have multiple potential fates (8, 66–68). While myofibroblast senescence favors their persistence and, thus, progression of fibrotic disease (9), we demonstrate herein that deactivation and proliferation represent 2 distinct paths by which myofibroblasts can dedifferentiate. As in prior studies establishing that PGE_2_ inhibits many critical functions of fibroblasts — including proliferation, differentiation, contractility, and focal adhesion (17, 19, 69) — we show here that PGE_2_ also deactivates these same processes in myofibroblasts (Figures 1, 3, 4, and 7). By contrast, the potent fibroblast mitogen FGF2 (34) stimulates proliferation in myofibroblasts (Figure 4B and Figure 7, A and B). These comparative data suggest that, while FGF2 dedifferentiates lung myofibroblasts primarily by promoting their proliferation, PGE_2_ accomplishes this via a much more global form of cellular deactivation. A major and functionally important consequence of these divergent mechanisms of dedifferentiation is that transitional cells resulting from PGE_2_ exposure are more, while those resulting from FGF2 exposure are less, susceptible to apoptosis (Figure 7C).

It is likely that in order to undergo cell division, dedifferentiating myofibroblasts must restructure their cytoskeletal network and matrix interactions. Indeed, FGF2 downregulated αSMA, stress fibers, and collagen I in established myofibroblasts via activation of the MEK/ERK pathway (Figure 1, B, C, and E), which has also been previously shown to mediate proliferation in myofibroblasts (33). Morphologically, FGF2-treated myofibroblasts elongate and lose their stellate shape, resembling native fibroblasts (Figure 6A). Overexpression of FGF2 has similarly been reported to inhibit myofibroblast differentiation in vitro and pulmonary fibrosis in vivo (14). In contrast to the mechanisms of action of FGF2, PGE_2_ dedifferentiates myofibroblasts (Figure 1D) while concomitantly inhibiting their proliferation (Figure 7B), effects likely to be mediated through cAMP/Epac (35), rather than ERK (Supplemental Figure 1C). In addition to our current findings and our previously published microarray data (12) demonstrating that PGE_2_ remodels the global transcriptome of established myofibroblasts, the importance of cAMP signaling in this regard is further validated by recent parallel findings with a PGI_2_ analog acting via its G_s_-coupled receptor (63).

In addition to modulating mRNA expression, PGE_2_ and FGF2 differentially regulated multiple lncRNAs and miRNAs in lung myofibroblasts (Figure 5). Several ncRNAs modulated in our study have been reported to influence myofibroblast function and fibrotic outcomes. Importantly, many antifibrotic miRNAs that were not significantly modulated by either treatment do, in fact, interact with lncRNAs modulated by PGE_2_ and/or FGF2 (Table 2). The ncRNAs encompass a large family of pleiotropic posttranscriptional regulators that control the expression of gene programs through complex lncRNA-miRNA-mRNA interactions (70, 71). We, therefore, speculate that lncRNAs and miRNAs may be important for the effects of both PGE_2_ and FGF2 in myofibroblasts. Their coordinated actions remain to be more comprehensively defined, and these data provide a blueprint for doing so in future studies.

Since myofibroblast dedifferentiation elicited by PGE_2_ and FGF2 — expected constituents of an injured/fibrotic lung (72, 73) — proceeded via distinct signaling mechanisms and gene expression programs, we assessed their individual and combined effects on *ACTA2* kinetics, myofibroblast morphology, dedifferentiation, proliferation, and apoptosis sensitivity. Indeed, myofibroblasts treated with both mediators displayed an additive reduction in αSMA mRNA, protein, and stress fibers (Figure 6, B and C), while also exhibiting a morphology distinct from that of either treatment alone (Figure 6A). The effects of combined versus individual treatment on specific fibrosis-associated genes ranged from additive inhibition (*ACTA2*) to no additive effect (*NOX4*) to a dominant effect of PGE_2_ (*CTGF* and *VASP*) (Figure 6D). Moreover, PGE_2_ functioned to negate the proliferative and antiapoptotic effects of FGF2 (Figure 7).

The inherently reductionist nature of our in vitro studies limits the conclusions that can be drawn. In an effort to more broadly contextualize such findings, we compared our data to selected transcriptomic differences in lung fibroblasts obtained during an in vivo model of fibrosis resolution. We acknowledge that the in vivo and in vitro models differed with respect to the species utilized and the timing of analysis. Additionally, the in vivo data lack a time point corresponding to peak fibrosis in the young mice, and instead, we compared the data from mice undergoing fibrosis resolution with those from mice with nonresolving fibrosis. Despite these limitations, substantial parallels in the gene signatures of the mesenchymal cells from the 2 models were apparent and intriguing. Fibroblasts from mice undergoing the early stages of fibrosis resolution exhibited an antiproliferative, proapoptotic, and antiadhesion gene signature, which resembled that seen in PGE_2_-treated and PGE_2_ + FGF2–treated myofibroblasts (Figure 4, A and B, and Figure 7A). It is understood that mesenchymal cell responses to PGE_2_ and/or FGF2 in culture and during fibrosis resolution in vivo may involve the differential behaviors of phenotypically distinct fibroblast subpopulations (74, 75). Moreover, the exclusive use of bulk RNA-seq analysis in both models represents an additional limitation of our study, and single cell approaches — as well as flow sorting of isolated fibroblast subpopulations (76) — will be necessary in the future to assess the cellular heterogeneity of mesenchymal responses during dedifferentiation and fibrosis resolution. Additionally, we acknowledge the importance of confirming these findings in human IPF cells.

Although our study was primarily undertaken to gain a better understanding of the process of myofibroblast dedifferentiation, its potential therapeutic ramifications for fibrotic diseases cannot be ignored. Indeed, inhibition of the PGE_2_-degrading enzyme 15-PGDH has recently been shown to attenuate lung fibrosis in vivo and to reduce collagen levels in lung slices from IPF patients (77). Our results therefore suggest that, in principal, activation of the cAMP/PKA pathway and MEK/ERK have the potential to lead to fibrosis resolution. Notably, this raises the possibility that, by blocking FGFR signaling, the antifibrotic drug nintedanib might promote and maintain myofibroblasts, which in turn may limit its therapeutic efficacy. Increasing cAMP can be achieved in a variety of ways pharmacologically, including treatment with the FDA-approved phosphodiesterase inhibitor roflumilast. Pharmacologic strategies to activate ERK are currently under investigation for use as therapeutics in cancer (78, 79). Combined activation of these pathways represents an attractive therapeutic strategy due to their additive effects on myofibroblast dedifferentiation with restoration of apoptosis sensitivity. The potential of these approaches requires further investigation.

In this study, we have compared — for the first time to our knowledge — the transcriptomic, morphologic, and functional changes in PGE_2_- and FGF2-dedifferentiated lung myofibroblasts. Although PGE_2_- and FGF2-treated myofibroblasts differed in their abilities to proliferate and undergo apoptosis, combined treatment resulted in an antiproliferative/proapoptotic phenotype and an additive effect on dedifferentiation. The cell cycle, apoptosis, and focal adhesion gene signatures exhibited by cells from mice undergoing fibrosis resolution more closely resembled those elicited by myofibroblast treatment with PGE_2_ than with FGF2, but they most closely paralleled the effects of combined PGE_2_ + FGF2 treatment in vitro. Mechanistically, PGE_2_ induced dedifferentiation via cAMP-mediated deactivation of myofibroblasts, whereas FGF2 utilized MEK/ERK to prompt dedifferentiation through myofibroblast proliferation. As neither of the current therapies for IPF exploit cAMP signaling, and as nintedanib antagonizes ERK, our results highlight additional pathways and gene programs that hold promise and warrant further investigation in the development of novel therapeutics for this and other fibrotic diseases.

## Methods

### Cell culture.

CCL210 normal adult human lung fibroblasts were obtained from the American Type Culture Collection. Cell culture was performed in low glucose DMEM (Invitrogen) supplemented with 10% FBS (Hyclone), 100 units/mL penicillin, and 100 μg/mL streptomycin (both from Invitrogen). Cells were then serum starved in FBS-free DMEM overnight, and differentiation to myofibroblasts was induced by treatment with TGF-β for 48 hours. TGF-β–elicited myofibroblasts were then treated for specified time points as described followed by harvesting (10).

### Reagents.

Unless otherwise specified, pharmacologic agents were reconstituted in DMSO as stock solutions and stored at –80°C with working concentrations indicated in parentheses. Recombinant human TGF-β (2 ng/mL) and FGF2 (50 ng/mL) were purchased from R&D and stored in filter-sterilized 1% BSA at –20°C. Inhibitors of the MAPKs MEK/ERK (PD98059, 20 μM; U0126, 20 μM) and p38 (SB203580, 20 mM) were purchased from Cayman Chemicals and stored at –20°C. PGE_2_ (1 μM) purged with nitrogen gas, the E-prostanoid 2 agonist butaprost (500 nM), the direct adenylyl cyclase activator forskolin (500 nM), the JNK inhibitor SP600125 (20 mM), and the AKT-1, -2, -3 inhibitor Triciribine (20 mM) were purchased from Cayman Chemicals. The PKA-selective cAMP agonist 6-BNZ cAMP (2 mM) and the Epac-selective agonist 8-pCPT cAMP (2 mM) were purchased from BioLog and reconstituted in sterile water. Fast and Power SYBR Green Master Mix and StepOne real-time PCR system were procured from Applied Biosystems. An αSMA primary antibody conjugated to a FITC-conjugated secondary antibody (F3777, Sigma-Aldrich), polyclonal annexin V antibody (PA5-57231, Thermo Fisher Scientific), PE-conjugated secondary antibody (P2771MP, Thermo Fisher Scientific), and the dyes PKH-26 (Sigma-Aldrich) and Prolong Gold antifade reagent with DAPI (Invitrogen) were used for immunofluorescence microscopy. Apoptosis was induced with anti-Fas activating antibody (CH11, EMD Biosciences).

### qPCR.

qPCR analysis of transcript expression was performed by extracting total cellular RNA using an RNeasy kit (Qiagen). cDNA was prepared using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), amplified with Fast SYBR Green Master Mix, and analyzed on a StepOne real time PCR system (Applied Biosystems). Fold changes were normalized to the expression levels of the housekeeping gene GAPDH. Primer pair sequences used for qPCR are listed in Supplemental Table 6.

### Western blot.

For Western blot analysis, cells were lysed in RIPA buffer supplemented with protease inhibitors (Roche Diagnostics) and a phosphatase inhibitor cocktail (EMD Biosciences). Proteins were separated by SDS-PAGE and transferred to a nitrocellulose membrane. Membranes were subsequently blocked with 5% nonfat dry milk or 5% BSA and probed with a mouse antibody specific to αSMA at 1:2000 (ab7817, Abcam) or the rabbit antibodies targeting caspase-3 (CASP3, 9662S), PARP (catalog 9532S), and GAPDH HRP conjugate (catalog 8884S) at 1:1000 (Cell Signaling Technologies). All experiments were performed in triplicate, and the results are presented as mean ± SEM.

### Immunofluorescence microscopy.

CCL210 fibroblasts were seeded and cultured in single-chamber slides (Nunc) followed by overnight serum starvation. Myofibroblasts were generated by incubation with TGF-β for 48 hours and were then treated with PGE_2_ and/or FGF2 for an additional 5 days. Chamber slides were then washed twice with chilled PBS, fixed with freshly prepared 4% formaldehyde for 20 minutes, washed with PBS, and quenched with 100 mM glycine for 15 minutes. Blocking and permeabilization were achieved by incubating the slides for 1 hour in PBS containing 10% FBS and 0.1% Triton X-100 (Sigma-Aldrich). Cells were then incubated with either anti–αSMA-FITC (1:500) overnight at 4°C, anti-annexin V (1 μg/mL) at 37°C for 1 hour followed by anti–rabbit PE–conjugated secondary antibody overnight at 4°C, or the membrane dye PKH26 (2 μM) at room temperature for 3 minutes. Mounting medium containing DAPI was then used to stain the nuclei. Slides were examined using a Leica DC 500-fluorescence microscope equipped with a digital camera.

### Proliferation and apoptosis assays.

Lung myofibroblast proliferation studies were performed using the CyQUANT NF Cell Proliferation Assay Kit (Thermo Fisher Scientific). At the specified harvesting time, cells were detached with 0.25% trypsin and resuspended in HBSS containing CyQUANT NF dye reagent. Cell lysates were then transferred to a 96-well plate and incubated at 37°C for 45 minutes. Cell proliferation was measured by determining fluorescence in a microplate reader with excitation of 485 nm and emission of 530 nm. Lung myofibroblast apoptosis was evaluated following treatment with anti-Fas antibody at 100 ng/mL. Total and cleaved (active) forms of CASP3 and PARP were analyzed by Western blot. All experiments were performed in triplicate, and the results are presented as mean ± SEM.

### RNA-seq.

For RNA-seq performed on in vitro specimens, CCL210 human adult lung fibroblasts were treated with PGE_2_ or FGF2, or they were left untreated. Cells were harvested with Trizol followed by RNA extraction using the miRNeasy Mini kit (Qiagen), according to the manufacturer’s protocol, and submitted for library prep and sequencing. For in vivo RNA-seq studies, fibroblasts were isolated from female FVB Col1α1-GFP transgenic mice — obtained from Derek Radisky (Mayo Clinic) — 30 days following bleomycin-challenge. Both young (2 months) and aged (18 months) mice were used in the study (80). Mouse lungs were digested and Col1α1-GFP^+^ fibroblasts were isolated by FACS. Total RNA was extracted using the RNeasy Micro Kit (Qiagen) according to manufacturer’s protocol and submitted for library prep and sequencing. A detailed description of RNA library preparation, sequencing protocols, and analysis of RNA isolated from CCL210 and mouse fibroblasts is available in the supplement. Our RNA-Seq data were deposited in the NCBI GEO database (accession no. GSE163832).

### Statistics.

Statistical analysis was performed using GraphPad Prism software version 8.1.1. Experimental data are presented as means and were analyzed for statistical significance by 1-way ANOVA with the Tukey’s multiple comparisons test, 2-way ANOVA (Figure 6B), or paired 2-tailed *t* test, as appropriate. *P* < 0.05 was considered significant. Data are presented as ± SEM. For RNA-seq data, DESeq2 was used with default parameters to identify differentially expressed transcripts with cutoffs of Benjamini-Hochberg FDR-adjusted *P* < 0.05 and fold-change values (excluding small RNAs) of less than –1.5 or greater than 1.5 (81). We elected to omit fold-change cutoffs when analyzing small RNAs to capture all statistically significant changes that may have biologic relevance. Functional analysis of all RNAs (except small RNAs), including candidate pathways activated or inhibited in comparisons and GO-term enrichments (http://www.geneontology.org/), was performed using iPathway Guide (http://www.advaitabio.com) (82). See supplemental methods for detailed quality control and sequence alignment methodology.

### Study approval.

All animal experiments were carried out in accordance with the Mayo Clinic IACUC and conforming to the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

## Author contributions

SMF, LRP, and MPG designed the in vitro experiments. TXP and GL designed the in vivo experiments. Experiments were performed by SMF, LRP, and TXP. Data were analyzed by SMF and DK. The manuscript was written by SMF and MPG.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
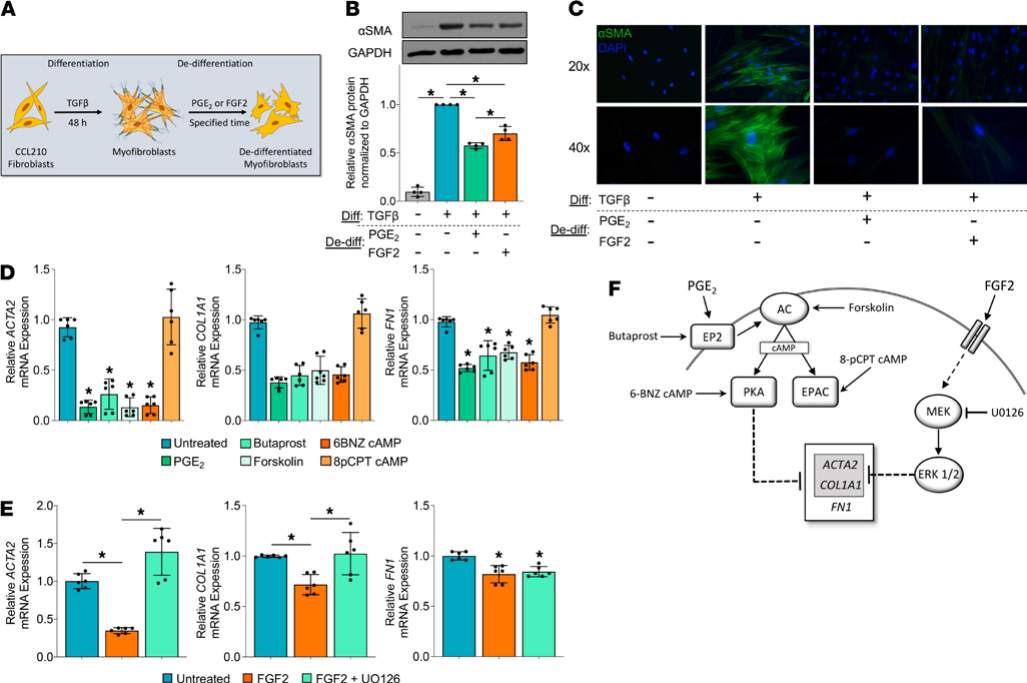
PGE_2_ and FGF2 dedifferentiate established myofibroblasts via distinct signaling pathways. (**A**) Experimental scheme depicting myofibroblast differentiation of CCL210 fibroblasts with TGF-β (2 ng/mL) for 48 hours, followed by dedifferentiation with PGE_2_ (1 μM) or FGF2 (50 ng/mL). (**B**) αSMA protein expression measured by Western blot analysis 5 days following treatment with PGE_2_ or FGF2 compared with untreated fibroblast and myofibroblast controls. The histogram depicts mean densitometry values. (**C**) αSMA stress fibers identified by immunofluorescence microscopy using anti-αSMA antibody and FITC-conjugated secondary antibody. Nuclei are stained with DAPI. (**D**) Relative *ACTA2*, *COL1A1*, and *FN1* expression by qPCR in myofibroblasts treated for 24 hours with PGE_2_ (1 μM), the EP2 agonist butaprost (500 nM), the adenylyl cyclase activator forskolin (500 nM), the PKA specific cAMP analog 6-BNZ cAMP (2 mM), or the Epac specific cAMP analog 8-pCPT cAMP (2 mM). (**E**) Relative *ACTA2*, *COL1A1*, and *FN1* expression by qPCR in myofibroblasts treated for 48 hours with FGF2 (50 ng/mL) with and without the MEK/ERK inhibitor UO126 (20 μM). (**F**) Schematic detailing PGE_2_ signaling cascade via the EP2 receptor and FGF2 signaling through FGF2R via MEK/ERK. PKA mediates the reduction in *ACTA2*, *COL1A1*, and *FN1* elicited by PGE_2_, while MEK/ERK mediates the reduction in *ACTA2* and *COL1A1* elicited by FGF2. Relative fold changes of indicated genes measured by qPCR are normalized to *GAPDH*. Data are presented as mean ± SEM. Data points in **B** represent individual replicate samples from 4 separate experiments. Data points in **D** and **E** represent paired replicate samples from 3 experiments. Lines indicate conditions being compared. *P < 0.05, compared with untreated myofibroblast, 1-way ANOVA. Diff, differentiation; De-diff, dedifferentiation; AC, adenylyl cyclase.

**Figure 2:**
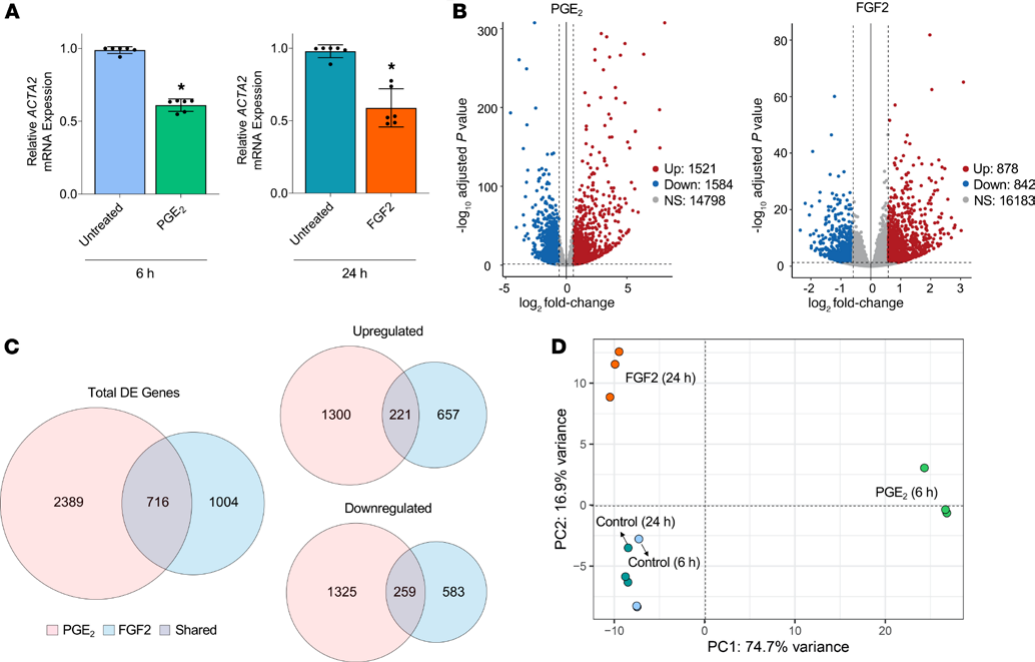
RNA-seq of established myofibroblasts treated with or without PGE_2_ or FGF2. (**A**) qPCR analysis of RNA samples submitted for RNA-seq demonstrating approximately 50% reduction in *ACTA2* expression in myofibroblasts treated with PGE_2_ (1 μM) or FGF2 (50 ng/mL) at 6 and 24 hours, respectively. Data points represent paired replicate samples from 3 experiments. Data are presented as mean ± SEM. *P < 0.05, paired 2-tailed *t* test. (**B**) Volcano plots representing differential gene expression by log_2_ fold change (*x* axis) and adjusted *P* value (*y* axis) of total RNA transcripts in PGE_2_- and FGF2-treated myofibroblasts compared with time-matched controls. (**C**) Venn diagrams depicting the number of genes differentially expressed as well as those specifically upregulated and downregulated exclusively by PGE_2_ (red), exclusively by FGF2 (blue), and by both mediators (gray). (**D**) Principal components analysis of the top 500 variably expressed genes in PGE_2_- and FGF2-treated myofibroblasts and untreated time-matched controls. Relative fold changes of indicated genes measured by qPCR are normalized to *GAPDH*. Each colored circle denotes 1 of 3 replicate samples.

**Figure 3:**
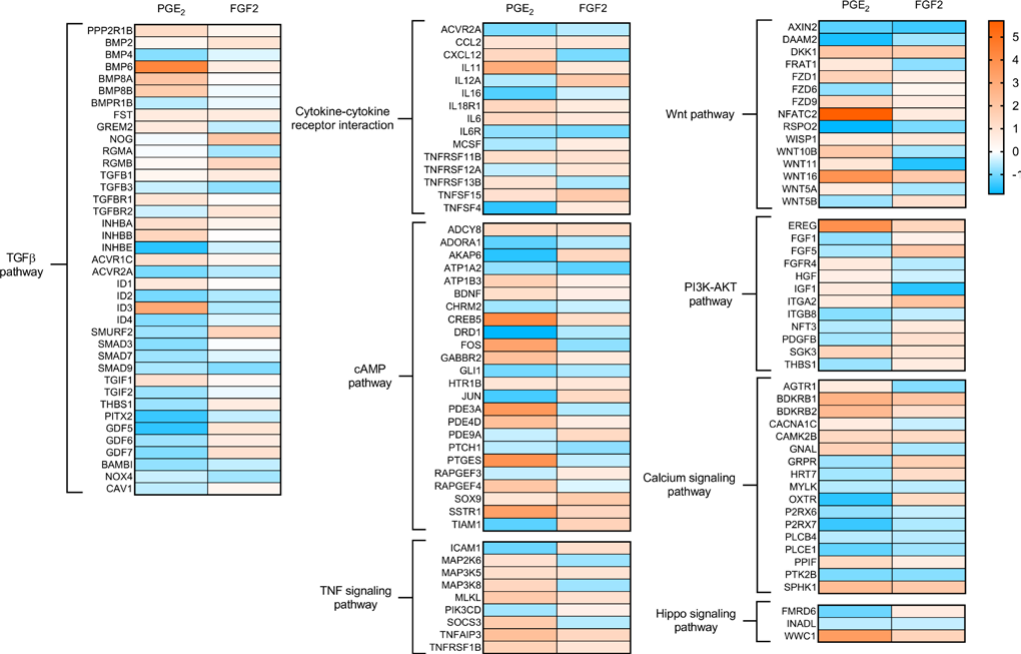
Regulation of genes from KEGG pathways enriched by both PGE_2_ and FGF2. Heatmap display of individual genes belonging to the specified pathways in myofibroblasts treated with PGE_2_ or FGF2 for 6 and 24 hours, respectively. Color scale depicts range of log_2_ fold changes in gene expression.

**Figure 4:**
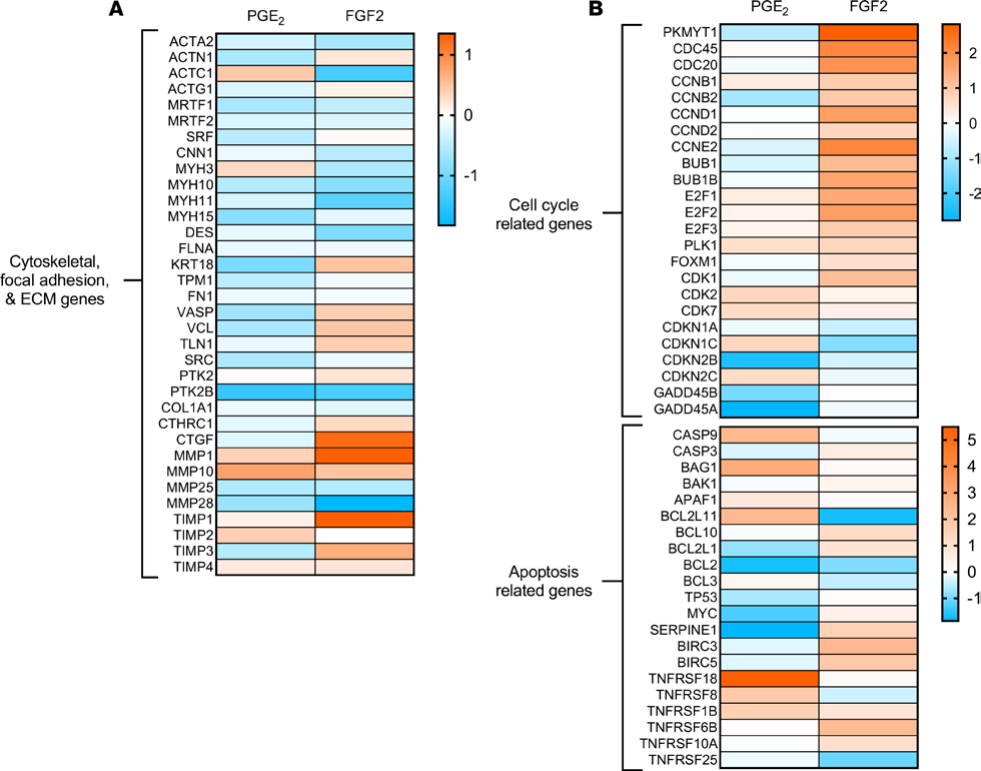
Gene ontology characteristics of myofibroblasts following treatment with PGE_2_ or FGF2. (**A** and **B**) Heatmap display of cytoskeletal, ECM-related, and focal adhesion (**A**) and cell cycle and apoptosis genes (**B**) in PGE_2_ - and FGF2-treated myofibroblasts compared with 6- and 24-hour time-matched controls. Color scale depicts range of log_2_ fold changes in gene expression. ECM, extracellular matrix.

**Figure 5:**
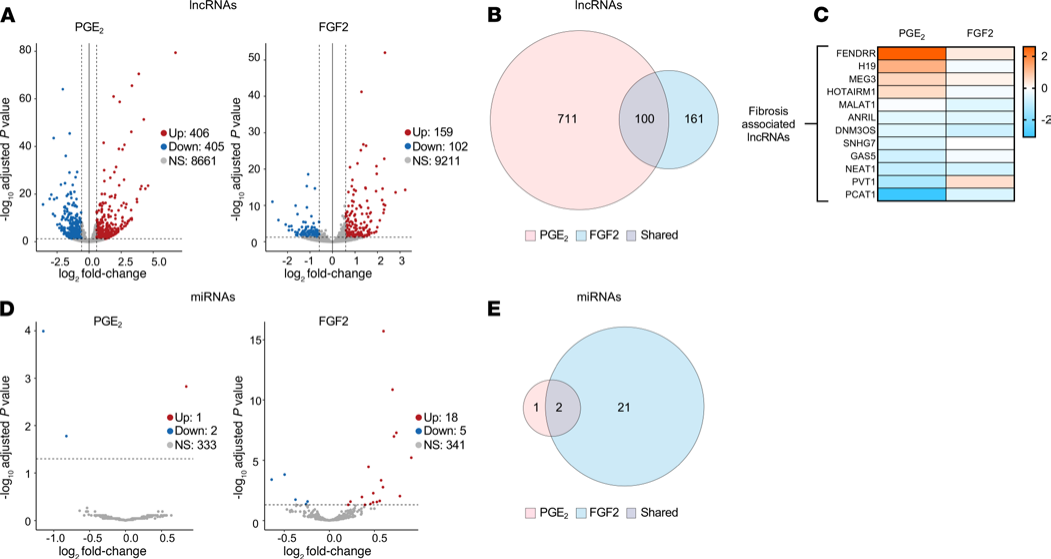
PGE_2_ and FGF2 modulate the expression of fibrosis-associated long noncoding RNAs and miRNAs in myofibroblasts. (**A** and **D**) Volcano plots representing differential lncRNA expression (**A**) miRNA expression (**D**) by log_2_ fold change (*x* axis) and adjusted *P* value (*y* axis) of total RNA transcripts in PGE_2_- and FGF2-treated myofibroblasts compared with time-matched controls. Threshold for lncRNAs set by log_2_ fold change –0.5 to 0.5 and adjusted *P* < 0.05. Threshold for miRNAs set by adjusted *P* < 0.05 only. (**B** and **E**) Venn diagrams depicting the number of differentially expressed lncRNAs (**B**) and miRNAs (**E**) exclusively by PGE_2_ (red), exclusively by FGF2 (blue), and by both mediators (gray). (**C**) Heatmap display of fibrosis-associated lncRNAs differentially regulated by PGE_2_ and/or FGF2. Color scale depicts range of log_2_ fold changes in gene expression.

**Figure 6:**
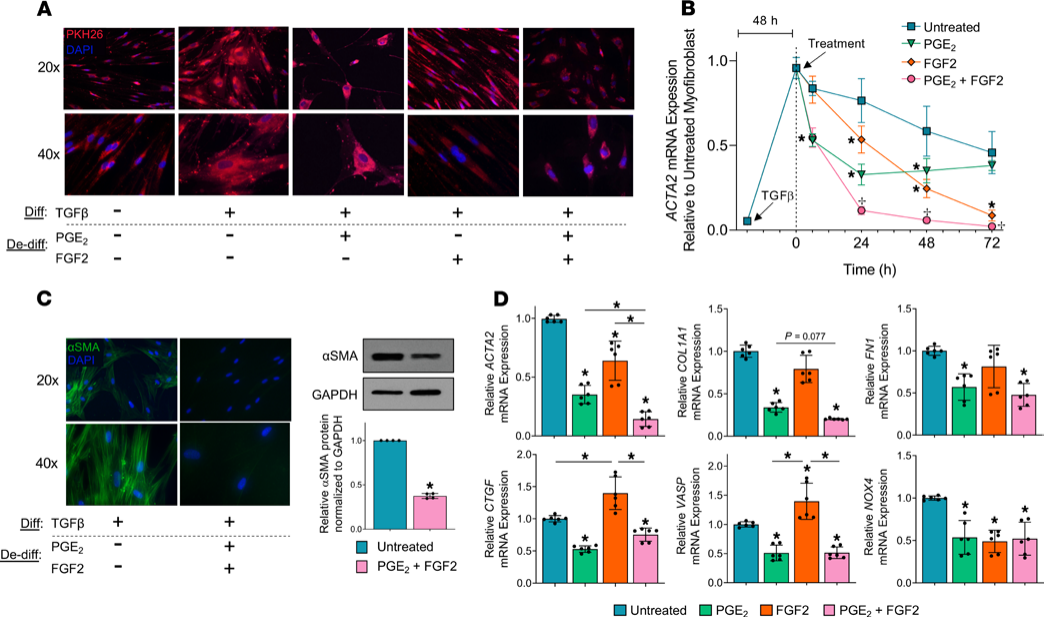
Myofibroblasts treated with PGE_2_ and FGF2 separately or in combination produce distinct cellular morphologies and fibrosis-associated gene expression patterns. CCL210 fibroblasts were differentiated to myofibroblasts with TGF-β (2 ng/mL) and treated with PGE_2_ (1 μM), FGF2 (50 ng/mL), or both. (**A**) Cells were stained with the membrane dye PKH26 (2 μM) and examined by fluorescence microscopy 5 days after treatment. (**B**) Kinetics of *ACTA2* in untreated, PGE_2_-, FGF2-, and PGE_2_ + FGF2–treated myofibroblasts. Fibroblasts were treated with TGF-β for 48 hours, followed by treatment and harvesting for mRNA at the indicated time points. (**C**) Immunofluorescence microscopy and representative Western blot for αSMA in untreated and PGE_2_ + FGF2–treated myofibroblasts evaluated at 5 days. The histogram depicts mean densitometry values. (**D**) qPCR analysis of the fibrosis-associated genes *ACTA2*, *COL1A1*, *FN1*, *CTGF*, *VASP*, and *NOX4* after 24 hours of PGE_2_ ± FGF2 compared with untreated myofibroblast control. Relative fold changes of indicated genes measured by qPCR are normalized to *GAPDH*. Data are presented as mean ± SEM; data points represent replicate samples from 3 experiments. Lines indicate conditions being compared. *Statistical significance compared with untreated myofibroblast; ^+^Statistical significance compared with untreated, PGE_2_-, and FGF2-treated myofibroblasts. *P < 0.05 and ^+^*P* < 0.05. Performed 2-way ANOVA for **B**, paired 2-tailed *t* test for **C**, and 1-way ANOVA for **D**. Diff, differentiation; De-diff, dedifferentiation.

**Figure 7:**
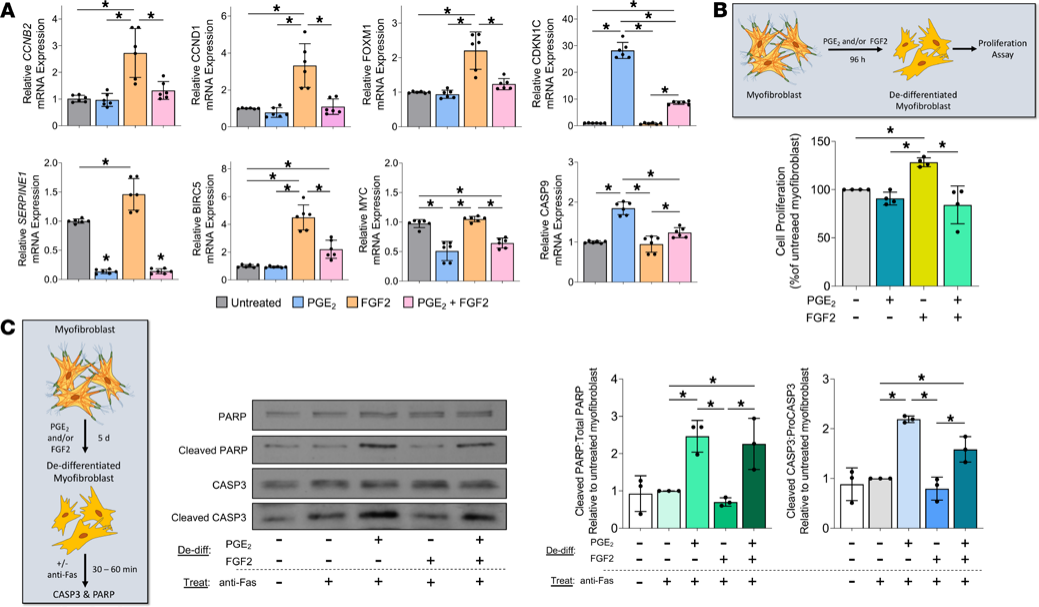
PGE_2_ and FGF2 have opposite effects on myofibroblast proliferation and apoptosis. (**A**) CCL210 myofibroblasts were treated with PGE_2_, FGF2, or PGE_2_ + FGF2 for 24–72 hours. qPCR analysis of the proliferation gene *FOXM1* was performed at 48 hours, while *CCNB2*, *CCND1*, and *CDKN1C* were assessed at 72 hours (top panel). qPCR analysis of the antiapoptotic gene *SERPINE1* was performed at 24 hours, while *BIRC5* and *MYC* were assessed at 48 hours; the proapoptotic gene *CASP9* was assessed at 72 hours. (**B**) Proliferation was assessed 96 hours following treatment with PGE_2_ and/or FGF2 by CyQUANT Cell Proliferation Assay. (**C**) Apoptosis sensitivity was assessed by measuring total and cleaved CASP3 and PARP by Western blot analysis in myofibroblasts 5 days following addition of PGE_2_ and/or FGF2, followed by treatment with the death receptor ligand anti-Fas. CASP3 was measured 30 minutes and PARP 1 hour following anti-Fas treatment. Densitometry represents ratio of cleaved products to total protein. Relative fold changes of indicated genes measured by qPCR are normalized to *GAPDH*. Data are presented as mean ± SEM. Data points represent replicate samples from 3 (**A** and **C**) or 4 (**B**) experiments. Lines indicate conditions being compared. *P < 0.05, compared with untreated myofibroblast; 1-way ANOVA. De-diff, dedifferentiation.

**Figure 8:**
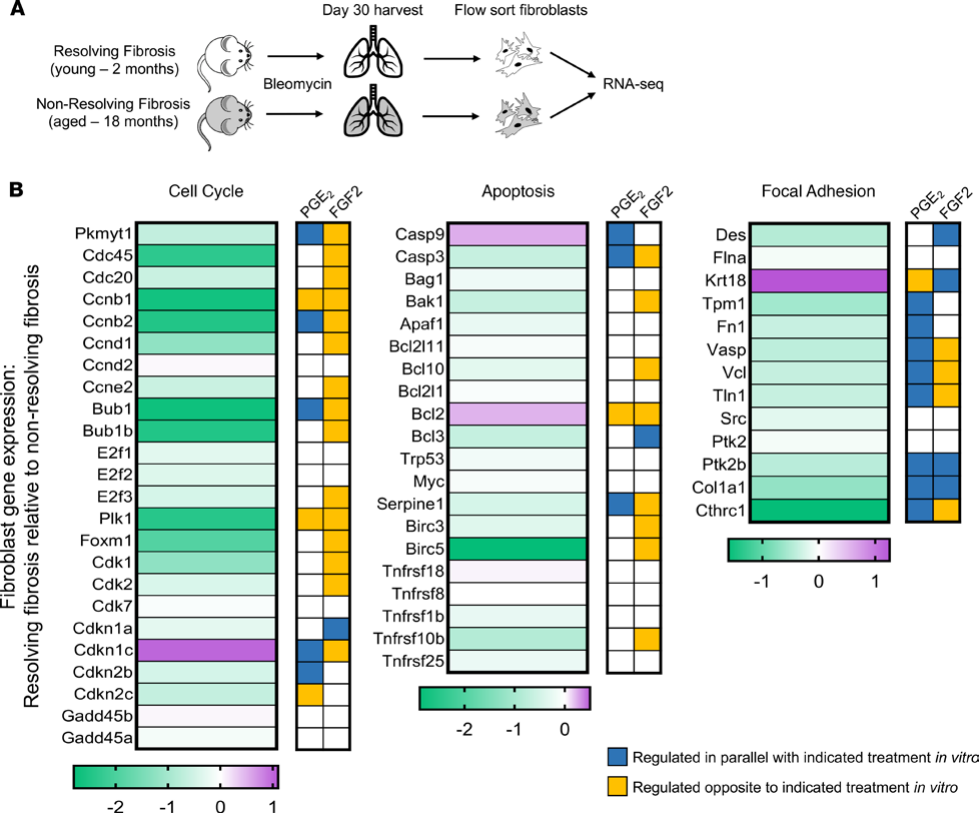
Lung fibroblasts from an in vivo model of fibrosis resolution exhibit similar gene signatures as those determined in myofibroblasts dedifferentiated in vitro. (**A**) Experimental scheme for bleomycin-induced pulmonary fibrosis in Col1α1-GFP^+^ mice with resolving fibrosis (young) and nonresolving fibrosis (aged); mice were sacrificed on day 30, and fibroblasts were flow sorted from lungs and submitted for RNA-seq. (**B**) Heatmap display of gene expression in mice with resolving fibrosis (compared with the expression in mice with nonresolving fibrosis). Color scale depicts range of log_2_ fold changes in gene expression. *Tnfrsf10b* is the mouse homolog of human *TNFRSF10A*. Gene expression patterns regulated in parallel (blue) or opposite (yellow) to those exhibited with in vitro treatments of human myofibroblasts are indicated in color-filled boxes to the right of the heatmaps.

**Table 1:**
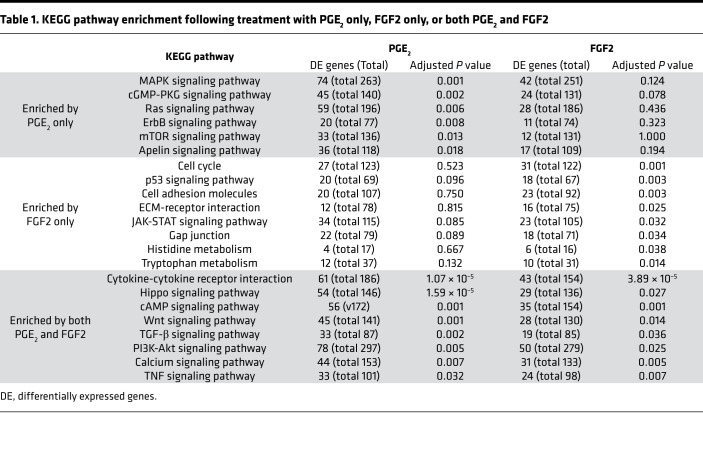
KEGG pathway enrichment following treatment with PGE_2_ only, FGF2 only, or both PGE_2_ and FGF2

**Table 2:**
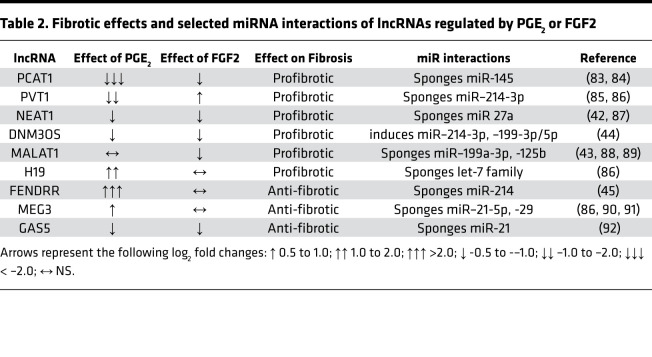
Fibrotic effects and selected miRNA interactions of lncRNAs regulated by PGE_2_ or FGF2

How the deposited data were processed for this re-analysis (not part of the article)

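Small RNA was sequenced from 12 libraries of CCL210 lung myofibroblasts, 3 in each of 4 groups: PGE_2_ for 6 hours, untreated for 6 hours, FGF2 for 24 hours and untreated for 24 hours. Conditions were taken from the sample labels and the paper. The mRNA and lncRNA data and the mouse data were not analysed here.

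The authors deposited estimated counts, that is reads per mature miRNA and precursor without normalization, in which reads that match several precursors are shared in fractions. Of the values in rows of miRNAs with several precursors, 41.2% are not whole numbers, against 4.27% in the other rows. The paper's text names DESeq2 with default parameters for the differential analysis and refers to its supplemental methods for alignment. The aligner and counter are not named in the text. Every row names a miRNA, and every per-library column was mapped to a library.

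From these counts, 1 row per mature miRNA was kept, the precursor row with the highest total, and values were rounded to whole numbers. This rule was written before it was known that reads are shared in fractions, so for a miRNA with several precursors it keeps part of the reads, and summed rows were run as an alternative. miRNAs were kept by edgeR's filterByExpr with its defaults (minimum count 10, minimum total count 15), which left 610 miRNAs with 99.98% of the kept reads. edgeR version 4.0.16 (TMM, glmQLFit and glmQLFTest) fitted the 4 groups together, with 8 residual degrees of freedom, in R version 4.3.3. Contrasts were PGE_2_ against untreated at 6 hours, FGF2 against untreated at 24 hours, untreated 24 hours against untreated 6 hours, and the difference of the 2 treatment effects. A miRNA was called at a Benjamini-Hochberg adjusted p-value under 0.05 with no fold-change cutoff. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F statistic. Alternatives used DESeq2 version 1.42.0 and limma version 3.58.1. Set tests used camera with an estimated correlation on log2 CPM with a prior count of 3, for sets with at least 3 tested members. The sets were the 14q32 locus around MEG3, miRNAs hosted by DNM3OS and by H19, the miR-17-92 and miR-106b-25 clusters, the let-7 family and the miRNAs of Table 2. The H19 set had fewer tested members than the minimum and was left out.

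The calculations were tested on simulated counts in which 200 miRNAs were changed by 1 on the log2 scale. Of the 196 changed miRNAs that edgeR tested among 610, it recovered 82.1% with 7 false calls. DESeq2 recovered 55.5% of the 200, with 6 false calls. The simulated dispersion was made to follow the mean count after a first simulation with a single dispersion had shown a gap between the tools. Of the 95 changed miRNAs that averaged over 100 reads, edgeR recovered 93 and DESeq2 91. With no change simulated, edgeR called 0 miRNAs with either treatment. With 200 changed miRNAs the adjusted threshold is more lenient than with the few called in the real libraries. No simulated library was made to stand apart in composition, and changes smaller than 1 were not simulated. The shares recovered are thus not the power in the real data.

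Depth ran from 288279 to 10323137 reads per library. Intervals and floors cover counting error only, since reads carry no molecular identifiers as far as the text states. The miRNAs named in the text are mainly those the paper names in its Results or Table 2. To these were added miRNAs past the threshold whose 3 treated libraries all lay on one side of the 3 controls. For each comparison at most 5 risen and 5 fallen were taken, those with the smallest adjusted p-value. Hairpin coordinates and sequences come from the GENCODE annotation of GRCh38, since the table names no genome build, and 99.73% of the 1881 precursors matched a hairpin gene by name. Alternatives covered the test, the groups in the fit, normalization, the filter on low counts, the rows per miRNA, leaving out each library, and all 6 possible pairings of treated with control cultures in fits of the 2 groups compared, since the paper describes paired replicates and the labels do not say which cultures form a pair. Exact tests of 3 libraries against 3 cannot give a p-value under 0.1.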

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

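The tests of depth, scaling and label exchange below were chosen after the results were seen. The test of shared reads was chosen before, but the limits it is read against were changed after its value was seen. The tests of other splits were chosen before.

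The effects of the 2 treatments differed for 4 miRNAs by a test of the difference itself in edgeR. The log2 difference between the PGE_2_ and FGF2 effects was -1.47 for miR-335-3p, -1.88 for miR-222-5p, 1.41 for miR-129-5p and 1.54 for miR-148a-5p. Time of treatment differs along with the treatment, so the design does not part them. Of 100 drawn splits of the libraries within each time point, 1 gave as many calls, the real one, which argues against a chance split. miR-335-3p passed in all 22 alternatives. The other 3 did not hold as widely: miR-222-5p passed in 7 of 21, miR-129-5p in 6 of 21 and miR-148a-5p in 6 of 21.

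For miR-335-3p, low depth is argued against by the fit without PGE_2_ replicate 2 and untreated 24-hour replicate 3, where the difference was -1.47 (adjusted p = 0.0018 from edgeR, between 6.6e-14 and 0.0018 over its alternatives). Scaling is argued against because the smaller difference under the other 2 scalings was -1.46. Exchanged labels of treated and untreated cultures are argued against, since 0 of 9 other directions stated by the paper would then hold and 6 of the 9 would be opposite by more than 2 standard errors. The other 3, for miR-29b-2-5p, let-7a-3p and miR-145-3p, decide nothing, as their changes lie within 2 standard errors. An exchange of the PGE_2_ and FGF2 labels cannot be told apart from the labels as given by this count, because 6 of the 9 directions would still hold and none of the other 3 is opposite by more than 2 standard errors. The other arm of the hairpin, miR-335-5p, moved the same way without passing (-0.54 with PGE_2_, adjusted p = 0.43, and 0.18 with FGF2, adjusted p = 0.94, from edgeR). A change at the hairpin or in its host MEST remains open and was not tested.

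Signals that the paper's text does not discuss were found in miR-148a-5p (log2 fold change 1.21 with PGE_2_), miR-181b-3p (-1.33), miR-181b-2-3p (-1.16) and miR-222-5p (1.41 with FGF2). All are rare miRNAs, at means from 4.25 to 18.5 CPM in the groups compared. miR-181b-3p and miR-181b-2-3p had 1 read each in PGE_2_ replicate 2, and miR-222-5p had 2 in untreated 24-hour replicate 3. Without PGE_2_ replicate 2, 6 of the 6 PGE_2_ calls stayed past the threshold, which argues against that library's depth as their source. The calls still rested on single libraries: without untreated 6-hour replicate 9 or PGE_2_ replicate 6 none of miR-148a-5p, miR-181b-3p and miR-181b-2-3p passed, without PGE_2_ replicate 10 neither miR-181b-3p nor miR-181b-2-3p passed, and miR-222-5p passed in 1 of 6 such fits. Without untreated replicate 3 the change of miR-222-5p was 1.41, though its adjusted p-value rose to 0.061 (edgeR; from 1.5e-06 to 0.32 over its alternatives). Of the values of miR-181b-3p and miR-181b-2-3p, 16.7% are not whole numbers, which lies between the share in rows of miRNAs with several precursors and that in other rows, so reads shared between the copies cannot be told apart from separate changes. miR-222-3p, the other arm to miR-222-5p, was also higher with FGF2 without passing (0.42, standard error 0.20, adjusted p = 0.68 from edgeR). It passed with edgeR and DESeq2 on the 2 groups alone and in each edgeR culture pairing. No other fit set beforehand called it, while DESeq2 in each culture pairing, chosen after seeing the values, did. With PGE_2_, miR-148a-3p (0.27) and miR-181b-5p (-0.29) moved as their other arms did without passing. A response to the treatments remains open for all 4.

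Among the 10 splits of the 6 libraries, 1 gave as many calls as PGE_2_ and 1 as many as FGF2, in each case the real split. With 10 splits the share cannot fall under 0.1. For untreated 24 hours against 6 hours, with 0 calls (53 at an unadjusted p-value under 0.05), a count of splits with as many calls says nothing, since all 10 reach 0. Of the 100 drawn splits, 2 gave as many miRNAs called in both comparisons as the real one did.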

How the results depend on the processing

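The 2 shallowest libraries are PGE_2_ replicate 2 and untreated 24-hour replicate 3, and untreated 6-hour replicate 5 is the next. The alternatives without the 2 or 3 shallowest libraries, limma-voom with quality weights, and DESeq2 with culture pairs were chosen after seeing the data. The other alternatives were set before the data were examined. Unless a cause is given, the cause was not tested.

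PGE_2_ regulated 6 miRNAs with edgeR over the 12 libraries. The count was 2 with DESeq2 over the 12 libraries, 1 with DESeq2 on the 2 groups, 3 with DESeq2 and a prior on fold changes, 0 with edgeR on the 2 groups (27 at an unadjusted p-value under 0.05), 11 with every miRNA of at least 1 read and 1 with at least 10 reads in every library. It was 6 under both other scalings. FGF2 regulated 2 miRNAs. The count was 1 with DESeq2 over the 12 libraries, 8 with DESeq2 and 8 with edgeR on the 2 groups, 8 with every miRNA of at least 1 read and 1 with at least 10 reads in every library. The stricter filter tests 242 miRNAs and the looser one 1632.

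The paper describes paired replicates, and the labels do not say which cultures form a pair. The library numbers repeat the conditions in one order, so the 6 possible pairings need not be equally likely, but none is singled out here. The fits with a replicate block cover the 2 groups compared, so they are set against the fits of the same 2 groups without it. In edgeR, the 6 possible pairings gave between 2 and 8 calls with PGE_2_, against 0, and between 3 and 52 with FGF2, against 8. In DESeq2 they gave between 1 and 2 with PGE_2_, against 1, and between 2 and 38 with FGF2, against 8.

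Without the 2 shallowest libraries, edgeR called 0 miRNAs with FGF2 (42 at an unadjusted p-value under 0.05), while DESeq2 on the 2 groups called 1 with PGE_2_ and 15 with FGF2. Without the 3 shallowest libraries, DESeq2 on the 2 groups called 3 with PGE_2_ and 15 with FGF2. limma-voom with quality weights called 35 with FGF2.

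Single libraries decided many calls. Across the 6 fits that each left out one replicate, PGE_2_ calls ranged from 1 to 11, FGF2 calls from 0 to 4 and untreated 24 hours against 6 hours from 0 to 3. Without untreated 6-hour replicate 9 or PGE_2_ replicate 6 the PGE_2_ count was 1, and without untreated 6-hour replicate 1 it was 11. FGF2 calls were 0 without any one of the 3 untreated 24-hour libraries, FGF2 replicate 8 or FGF2 replicate 12, and 4 without FGF2 replicate 4. Across 12 such fits, calls in the difference of treatment effects ranged from 1 to 7 and shared calls from 0 to 1.

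Untreated 24 hours against 6 hours gave 0 calls. The count was 3 with DESeq2 over the 12 libraries, 3 with its prior, 3 with library size only, 12 with every miRNA of at least 1 read and 3 with at least 10 reads in every library. The difference of treatment effects gave 4 calls. The count was 1 with DESeq2, 1 with its prior, 2 with library size only, 10 with every miRNA of at least 1 read, 1 with at least 10 reads in every library, 1 with precursor rows summed, 1 without the 2 shallowest libraries and 9 with limma-voom. Shared calls, 1, became 0 with edgeR on the 2 groups, 2 with every miRNA of at least 1 read, 0 without the 2 shallowest libraries, 3 with limma-voom and 2 with DESeq2 on the 2 groups without the 3 shallowest libraries.

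Detection rests on its definition and on depth. With at least 1 read in any library of the group, 1351 miRNAs were detected in untreated 6-hour, 1320 in PGE_2_, 1290 in untreated 24-hour and 1386 in FGF2 libraries. With at least 10 reads in each library the counts were 415, 244, 287 and 542. Leaving out one replicate gave 791 to 998, 518 to 990, 572 to 958 and 972 to 989. Without PGE_2_ replicate 2 the PGE_2_ count was 990 and without untreated replicate 3 the untreated 24-hour count was 958.

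None of 10 set tests passed with camera and an estimated correlation (0 at an unadjusted p-value under 0.05). With the preset correlation 2 passed, the 14q32 locus and the let-7 family with PGE_2_, and neither passed with fry or with the estimated correlation. The correlation of the 2 arms with FGF2, 0.10, was 0.32 and past the threshold with at least 10 reads in every library.

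The direction of miR-335-3p held in all alternatives. It was also lower with PGE_2_ and higher with FGF2 in each culture pairing. The signs that changed belonged to miR-27a-3p, miR-21-3p and miR-29b-2-5p. miR-27a-3p with PGE_2_ was -0.049 without untreated 6-hour replicate 5, and ranged from -0.049 to 0.37 across the leave-one-out fits. With FGF2, miR-27a-3p was 0.0088 with library size only and ranged from -0.077 to 0.046 across the leave-one-out fits, miR-21-3p was 0.017 with library size only and ranged from -0.025 to 0.032, and miR-29b-2-5p was -0.036 without the 2 shallowest libraries and ranged from -0.11 to 0.41. Of the other results for named miRNAs, 82 became weaker and 8 stronger under the alternatives set beforehand, and 15 weaker and 12 stronger under added ones, and in 18 cases a named miRNA had no value because the setting did not test it.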

Differences from the paper's values

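The paper states 3 miRNAs regulated by PGE_2_, where edgeR over the 12 libraries gave 6. Of the alternatives set before the data were examined, DESeq2 over the 12 libraries (2), DESeq2 with a prior on fold changes (3), edgeR without PGE_2_ replicate 10 (3) and edgeR with culture pairs in 2 of the 6 possible pairings (2 and 3) came within 1.5 times of the paper's count, and the others did not. DESeq2 on the 2 groups without the 3 shallowest libraries gave 3, and DESeq2 with culture pairs gave 2 in 2 pairings, both chosen after seeing the values. The calls with a prior on fold changes, and those without the 3 shallowest libraries, included miR-335-3p and miR-543 but not miR-129-5p. Without PGE_2_ replicate 10 they included miR-335-3p and miR-129-5p but not miR-543.

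The paper states 23 miRNAs regulated by FGF2, where edgeR gave 2. None of the alternatives set before the data were examined came within 1.5 times of it, with counts of up to 8 outside the culture pairs and of 46 and 52 in 2 of the pairings. None of the alternatives chosen after seeing the values did either. Their nearest counts were 15 with DESeq2 on the 2 groups without the 2 or 3 shallowest libraries, 35 with limma-voom and quality weights, and 37 and 38 with DESeq2 and culture pairs.

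Fig. 5E shows about 2 miRNAs regulated by both treatments, read by eye, where edgeR gave 1. Of the alternatives set before the data were examined, testing every miRNA with at least 1 read gave 2, and edgeR with culture pairs gave between 1 and 4, and 2 in 18 of the 36 combinations of pairings for the 2 treatments. DESeq2 on the 2 groups without the 3 shallowest libraries gave 2, limma-voom with quality weights gave 3, and DESeq2 with culture pairs gave 2 in 10 of 36 combinations, all chosen after seeing the values. The alternatives outside the culture pairs that gave 0 or 1 did not come within 1.5 times.

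Fig. 5D shows about 1 miRNA upregulated by PGE_2_, read by eye, against 3 here. Of the alternatives set before the data were examined, DESeq2 over the 12 libraries and edgeR in 1 culture pairing gave 1, and the others did not. DESeq2 with culture pairs, chosen after seeing the values, gave 1 in 2 pairings. Fig. 5D shows about 18 miRNAs upregulated and about 5 downregulated by FGF2, read by eye, against 2 and 0 here (43 miRNAs in all at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined came within 1.5 times of either. Of those chosen after seeing the values, limma-voom with quality weights gave 20 upregulated, DESeq2 with culture pairs gave 21 upregulated in 2 pairings, and DESeq2 on the 2 groups without the 2 or 3 shallowest libraries gave 5 downregulated.

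The paper's text gives miR-335-3p as raised by PGE_2_ and lowered by FGF2. In the deposited counts its log2 fold change was -0.88 with PGE_2_ and 0.59 with FGF2, and none of the alternatives or culture pairings tried changed either direction. The text names 3 miRNAs as raised by PGE_2_, whereas Fig. 5D, read by eye, shows about 1 upregulated and about 2 downregulated, so the text and the figure differ on the directions with PGE_2_.

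The paper gives miR-543, miR-29b-3p, miR-29b-5p, miR-152-5p and let-7a-3p as raised and miR-145-3p as lowered by FGF2. With edgeR over the 12 libraries each had that direction and none passed the threshold. The log2 fold changes were 0.56 for miR-543, 0.63 for miR-29b-3p, 0.86 for miR-29b-1-5p, 0.016 for miR-29b-2-5p, 0.38 for miR-152-5p, 0.092 for let-7a-3p and -0.25 for miR-145-3p. Of the alternatives set before the data were examined, DESeq2 on the 2 groups called miR-543 and miR-29b-3p, edgeR on the 2 groups called these and miR-29b-1-5p, testing every miRNA with at least 1 read called miR-543 and miR-29b-1-5p, and the fit without FGF2 replicate 4 called miR-29b-1-5p. Of the 6 culture pairings in edgeR, 4 called miR-543, 5 called miR-29b-1-5p, and 2 called miR-29b-3p and miR-145-3p. Among the alternatives chosen after seeing the values, limma-voom with quality weights and DESeq2 on the 2 groups without the 2 or 3 shallowest libraries called miR-543, miR-29b-3p, miR-29b-1-5p and miR-145-3p. DESeq2 with culture pairs called miR-543 in 5 pairings and miR-29b-3p and miR-145-3p in 2. None of these settings called miR-152-5p, let-7a-3p or miR-29b-2-5p.

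The paper gives miR-27b-3p and the miRNAs of Table 2 as not regulated, as edgeR over the 12 libraries did (0 of 21, with 8 at an unadjusted p-value under 0.05 with PGE_2_ and 0 with FGF2). With culture pairs, 2 of the 6 pairings in edgeR called 3 and 4 of them with FGF2, and 2 pairings in DESeq2, chosen after seeing the values, called 8. DESeq2 on the 2 groups without the 2 or 3 shallowest libraries, also chosen after seeing the values, called let-7c-5p.

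The paper ranks miR-129-5p first among miRNAs raised by PGE_2_. Its log2 fold change here was 1.14, next to 1.21 for miR-148a-5p, a difference smaller than either standard error.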

Other observations

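The tests of the let-7 family and of GC content were chosen after the results were seen, and those of other splits for the 2 arms before.

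Untreated 6-hour replicate 5 stood apart in composition from the other libraries of its group, with a chi-square per degree of freedom of 253 against replicate 1 and 290 against replicate 9, where replicates 1 and 9 gave 107. limma's quality weight for it was 0.216, the lowest of the 12. FGF2 replicate 4 also stood apart within its group, at 72.0 against replicate 8 and 59.8 against replicate 12, where replicates 8 and 12 gave 10.9. Its quality weight was 0.596, against 2.12 for FGF2 replicate 8 and 1.79 for FGF2 replicate 12. No cause was tested for FGF2 replicate 4. All 9 let-7 family members tested were lower with PGE_2_ under TMM, DESeq2's size factors and library size only, with a median log2 fold change of -0.38, -0.37 and -0.36. Without untreated 6-hour replicate 5 all 9 were still lower, with a median of -0.097. A candidate explanation of most of the fall seen with all libraries is thus the composition of this one control library rather than PGE_2_, which remains possible for the rest. GC content of the hairpin is argued against as the main source: it explained 2.46% of the variance of the deviations of replicate 5 from replicates 1 and 9 (95% bootstrap interval 0.299 to 8.66), over 234 miRNAs with at least 100 reads in each of the 3 libraries, which are not independent replicates. No biological explanation for replicate 5 was tested.

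The log2 fold changes of the 5p and 3p arms of 157 hairpins had a Pearson correlation of 0.23 (permutation p = 0.0039, adjusted p = 0.0078 over the 2 treatments) and a Spearman correlation of 0.27 (permutation p = 0.00063) with PGE_2_, and 0.10 (permutation p = 0.21) and 0.11 (permutation p = 0.19) with FGF2. Hairpins are not independent replicates. Of the 10 splits of the 6 libraries, 1 gave as large a correlation with PGE_2_, the real one, and 8 did with FGF2. With 10 splits a chance split of libraries cannot be told apart from a treatment effect, and whether the 2 treatments differ was not tested.

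With camera and an estimated correlation, the 82 tested miRNAs of the 14q32 locus, within 500 kb of MEG3, had a median log2 fold change of 0.10 with PGE_2_ (adjusted p = 0.57 over the 10 set tests) and 0.10 with FGF2 (adjusted p = 0.59). The adjusted p-values of the other sets were 0.88 and 0.57 for the 4 miRNAs hosted by DNM3OS, 0.57 and 0.59 for the let-7 family, 0.76 and 0.59 for the miR-17-92 and miR-106b-25 clusters, and 0.57 and 0.59 for the miRNAs of Table 2, with PGE_2_ and FGF2 respectively.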
